# Genomic analysis of transcriptional networks directing progression of cell states during MGE development

**DOI:** 10.1186/s13064-018-0119-4

**Published:** 2018-09-14

**Authors:** Magnus Sandberg, Leila Taher, Jianxin Hu, Brian L. Black, Alex S. Nord, John L. R. Rubenstein

**Keywords:** TCF12, SOX, OCT, LHX, MEIS, Medial ganglionic eminence, CRISPR engineering, Transcriptional network, Neurogenesis

## Abstract

**Background:**

Homeodomain (HD) transcription factor (TF) NKX2–1 critical for the regional specification of the medial ganglionic eminence (MGE) as well as promoting the GABAergic and cholinergic neuron fates via the induction of TFs such as LHX6 and LHX8. NKX2–1 defines MGE regional identity in large part through transcriptional repression, while specification and maturation of GABAergic and cholinergic fates is mediated in part by transcriptional activation via TFs such as LHX6 and LHX8. Here we analyze the signaling and TF pathways, downstream of NKX2–1, required for GABAergic and cholinergic neuron fate maturation.

**Methods:**

Differential ChIP-seq analysis was used to identify regulatory elements (REs) where chromatin state was sensitive to change in the *Nkx2–1*cKO MGE at embryonic day (E) 13.5. TF motifs in the REs were identified using RSAT. CRISPR-mediated genome editing was used to generate enhancer knockouts. Differential gene expression in these knockouts was analyzed through RT-qPCR and in situ hybridization. Functional analysis of motifs within *hs623* was analyzed via site directed mutagenesis and reporter assays in primary MGE cultures.

**Results:**

We identified 4782 activating REs (aREs) and 6391 repressing REs (rREs) in the *Nkx2–1* conditional knockout (*Nkx2–1*cKO) MGE. aREs are associated with basic-Helix-Loop-Helix (bHLH) TFs. Deletion of *hs623*, an intragenic *Tcf12* aRE, caused a reduction of *Tcf12* expression in the sub-ventricular zone (SVZ) and mantle zone (MZ) of the MGE. Mutation of LHX, SOX and octamers, within *hs623*, caused a reduction of *hs623* activity in MGE primary cultures.

**Conclusions:**

*Tcf12* expression in the SVZ of the MGE is mediated through aRE *hs623*. The activity of *hs623* is dependent on LHX6, SOX and octamers. Thus, maintaining the expression of *Tcf12* in the SVZ involves on TF pathways parallel and genetically downstream of NKX2–1.

**Electronic supplementary material:**

The online version of this article (10.1186/s13064-018-0119-4) contains supplementary material, which is available to authorized users.

## Background

Transcription factors (TFs) direct cell fate determination and differentiation through binding to a genomic network consisting of regulatory elements (REs) such as promoters and enhancers. By analyzing epigenetic modifications and transcriptional changes in TF knockouts, we have started to uncover the genomic networks and molecular mechanisms that direct brain development [1]. In-depth understanding of the genetically encoded wiring of the brain is important as perturbation of transcription pathways is implicated in disorders such as autism and intellectual disability [2]. Distantly acting REs have been identified based on conservation and activity [3, 4]. Their spatial activity and dynamic genomic contacts can be predicted using a combination of TF binding profiling, genome-wide 3D chromosome organization mapping and CRISPR/Cas9 editing [5–10].

Mouse genetic experiments have elucidated the functions of many TFs in the development of the subpallial telencephalon [11, 12]. These studies show that the HD protein NKX2–1 is required for regional specification of the MGE by repressing alternative identities, as well as promoting GABAergic and cholinergic cell fates via the induction of TFs such as LHX6 and LHX8 [13–17]. By integrating genomic data with mouse genetics, we confirmed the repressive function of NKX2–1, however its role in transcriptional activation remains unclear. Moreover, additional data suggests that genes genetically downstream of NKX2–1, such as LHX6 and LHX8, are responsible for the loss of gene expression observed in the *Nkx2–1*cKO [18, 19]. Altogether, the genetic program and molecular mechanisms responsible for promoting GABAergic and cholinergic neuron phenotypes, downstream of NKX2–1 remains largely unexplored.

To investigate the signaling pathways of MGE development downstream of NKX2–1, we extended our earlier analysis of the genomic network directing MGE development that is altered in the *Nkx2–1* mutant. First we evaluated all loci that showed an epigenetic change, independent of NKX2–1 binding. Via an epigenomic analysis of the NKX2–1 mutant MGE we characterized a large set REs that are implicated in mediating transcriptional repression and activation. Using a combination of genomics, de novo *motif* analysis, CRISPR engineering and primary culture assays we characterize REs and TFs central to patterning of the subpallial telencephalon and promoting MGE characteristics. Gene ontology (GO) analysis showed an enriched association of REs activating transcription (aREs) with E-box binding basic-Helix-Loop-Helix (bHLH) TFs. Using CRISPR engineering we deleted *hs623*, an intronic aRE of the *Tcf12* gene which encodes a bHLH TF. Deletion of *hs623* reduced *Tcf12* expression in the MGE. De novo motif analysis combined with TF motif mutations, showed that OCT/POU and SOX motifs are required for *hs623*’s ability to promote transcription in the MGE.

## Methods

### Mice

The *Nkx2–1*cKO was earlier described in Sandberg et al. 2016 [18] and generated using mice strains previously reported: *Nkx2–1f/f* [20], *Olig2-tva*-Cre [21] and *AI14* Cre-reporter [22]. All experiments with animals complied with federal and institutional guidelines and were reviewed and approved by the UCSF Institutional Animal Care and Use Committee.

### Generation of *hs623* deletion

The *hs623*^*Tm1*^ allele was generated by CRISPR-mediated genome editing, using established methods [23]. Guide RNAs sgRNA-*hs623*–1, 5′-GTTTAGTTTTGCTCATACCA(TGG)-3′ and sgRNA-*hs623*–2, 5′-ATGGTTTCTGTGATCGTAAT(TGG)-3′ (protospacer-adjacent motif [PAM] sequence indicated in parentheses) were transcribed in vitro using the MEGAshortscript T7 kit (Life Technologies, AM1354) and subsequently purified using the MEGAclear kit (Life Technologies, AM1908). The two guide RNAs were designed to delete a 737 bp intronic region within *Tcf12* [mm9; chr9:71822812–71823548]. The purified sgRNAs were co-injected into the cytoplasm of fertilized mouse oocytes with in vitro transcribed Cas9 mRNA using standard transgenic procedures as previously described [24]. F0 transgenic founders were identified by PCR screening using *hs623*-KO-F, 5′- GTCATTGTTGCTGTTGGCCT -3′ and *hs623*-KO-R, 5′- CCACCTCACACTAGATTAAGATACA -3′ to identify the *hs623* null alleles (KO = 250 bp, WT = 1008 bp) and *hs623*-WT-F, 5’-GTGGCTGATGATGTGCTCTGA -3′ and *hs623*-WT-R, 5’-CTCCATCAGGTTCTTGCCCC-3′ to identify the *hs623*-WT allele (462 bp). Four independent F0 founders were each outcrossed to wild type mice, and F1 offspring were used for subsequent *hs623*^*Tm1*^ intercrosses to generate *hs623*-null mice. The hs623 mutant strain (CD1-*Tcf12*^*em1Jlr*^/Mmucd) is available at MMRC (www.mmrrc.org/) with the number RRID: MMRRC_044027-UCD.

### Histology

Immunofluorescence was performed on 16 μm cryosection as previously described [25]. In situ hybridization was performed as previously described [26]. The following primers were used generate the templates used for the in situ probes: Tcf12_F, TCTCGAATGGAAGACCGC; Tcf12_R, CTCCCTCCTGCCAGGTTT.

### Dissection of embryos

RT-qPCR and primary culture experiments were performed on E13.5 micro-dissected MGE. All MGE dissections were performed as follows; the dorsal boundary was defined by the sulcus separating lateral ganglionic eminence (LGE) and MGE. The caudal end of the sulcus defined the caudal boundary. Septum was removed.

### Gene expression analysis in *hs623*KO

To assay differential gene expression in the *hs623*KO RNA was purified using RNEasy Mini (Qiagen) and cDNA was generated using Superscript III® First-Strand Synthesis System for RT-PCR (Invitrogen). RT-qPCR analysis was performed on a 7900HT Fast Real-Time PCR System (Applied Biosystems) using SYBR GreenER qPCR SuperMix (Invitrogen, Cat. No. 11760–100). Unpaired t-test was used to test significance in gene expression between *hs623*WT and *hs623*KO using SDHA as internal control [27, 28].

Sequences of RT-qPCR primers used:

- SDHA-F, GCTCCTGCCTCTGTGGTTGA
- SDHA-R, AGCAACACCGATGAGCCTG
- Mns1_ctrl_1F, CTGCTGCTCCGGAAGACG
- Mns1_ctrl_1R, TTTTGGTCGCCATCTCGGTT
- Myzap_ctrl_2F, TCGAAAGGAAAGATCAGCCTCC
- Myzap_ctrl_2R, TCTGATCTTCGCACCACACC
- Zfp280d_ctrl_1F, CCCCAGCTCTCATTCAAGAGG
- Zfp280d_ctrl_1R, TTCAGGCAGCGTTGACTTGT
- TCF12_v1/2-F2, GCTTGTCCCCAACACCTTTC
- TCF12_v1/2-R2, TGACAGCCTGAGAGTCCAGA
- TCF12_v1/3-F4, TACCAGTCAGTGGCCCAGAG
- TCF12_v1/3-R4, AATGCTCGTGAAGTTGCTGC
- TCF12_v1/3-F5, TCCCTGGAATGGGCAACAAT
- TCF12_v1/3-R5, TCACGGTTGAAATCGTCAGA

### Site-directed mutagenesis of TF binding motifs in *hs623*

To study the requirement TF motifs for *hs623* activity LHX6, SOX and octamers were mutated in pCR-Blunt II-TOPO, sequence verified and sub-cloned into a pGL4.23-Luciferase reporter with a minimal β-globin-promoter using BglII and XhoI [18]. Following primers were used to generate the different *hs623* luciferase reporters:

- *hs623*-mut-site#1-R, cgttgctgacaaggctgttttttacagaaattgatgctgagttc
- *hs623*-mut-site#1-F, agccttgtcagcaacgtgattattcaaac
- *hs623*-mut-site#2-F, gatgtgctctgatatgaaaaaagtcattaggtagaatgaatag
- *hs623*-mut-site#3-F, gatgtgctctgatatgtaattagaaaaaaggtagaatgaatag
- *hs623*-mut-site#2 and 3-F, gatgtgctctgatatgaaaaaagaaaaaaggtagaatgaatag
- *hs623*-mut-site#2 and/or 3-R, atatcagagcacatcatcagccacattc
- *hs623*-mut-site#4-F, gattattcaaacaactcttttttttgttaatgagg
- *hs623*-mut-site#4-R, gagttgtttgaataatcacgttgctgac
- *hs623*-mut-site#5-F, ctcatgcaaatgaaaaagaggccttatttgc
- *hs623*-mut-site#5-R, atttgcatgagttgtttgaataatc
- *hs623*-mut-site#4 and 5-F, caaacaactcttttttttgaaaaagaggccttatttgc
- *hs623*-mut-site#4 and 5-R, use “*hs623*-mut-site#4-R” for PCR
- *hs623*-mut-site#6-F, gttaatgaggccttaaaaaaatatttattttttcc
- *hs623*-mut-site#6-R, ggcctcattaacatttgcatgagttgtttg
- *hs623*-mut-site#4 and 6-F, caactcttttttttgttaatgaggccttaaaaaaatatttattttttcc
- *hs623*-mut-site#4 and 6-R, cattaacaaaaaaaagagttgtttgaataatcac
- *hs623*-mut-site#4,5 and 6-F, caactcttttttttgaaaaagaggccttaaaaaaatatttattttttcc
- *hs623*-mut-site#4, 5 and 6-R, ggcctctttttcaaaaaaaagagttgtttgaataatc
- *hs623*-mut-site#7-F, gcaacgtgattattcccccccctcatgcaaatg
- *hs623*-mut-site#7-R, gaataatcacgttgctgacaagg
- *hs623*-mut-site#4 and 7-F, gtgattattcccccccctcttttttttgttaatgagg
- *hs623*-mut-site#4 and 7-R, use *hs623*-mut-site#7-R

### Analysis of *hs623* activity in MGE primary MGE cultures

MGE tissue was dissected from E13.5 embryos, triturated and plated onto 24-well plates (1 embryo/2wells). Primary cultures were transfected with a total of 500 ng DNA using Lipofectamin 2000 (Thermo Fisher) and cultured in Neurobasal Medium (Thermo Fisher) supplemented with 0.5% Glucose, GlutaMAX (Thermo Fisher Scientific) and B27 (Thermo Fisher Scientific). Luciferase assays were performed 48 h after transfection using Dual Luciferase Reporter Assay System (Promega). Unpaired t-test was used to test significance between the variants of *hs623*.

### ChIP-Seq computational analysis

Differential ChIP-seq analysis was performed as described in Sandberg et al. 2016 [18]. After differential H3K4me1, H3K27ac and H3K27me3 analysis we merged overlapping sites. Only merged sites that were enriched in H3K4me1 relative to the input datasets and for which the difference in enrichment between *Nkx2–1* WT and cKO was not significant (for at least one of the sites among the merged sites) were further considered. Of those, merged sites overlapping with blacklisted genomic regions (http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/mm9-mouse/mm9-blacklist.bed.gz) and RepeatMasker annotation (http://hgdownload.cse.ucsc.edu/goldenPath/mm9/database/chr*_rmsk.txt.gz) as well as those exceeding 5000 bp were excluded. We defined aREs based on the following two criteria; 1) more H3K27ac (WT) and no increase in H3K27me3 (WT), H3K27ac (*Nkx2–1*cKO) and H3K4me1 (*Nkx2–1*cKO), 2) more H3K27me3 (*Nkx2–1*cKO) and no increase in H3K27ac (*Nkx2–1*cKO), H3K4me1 (*Nkx2–1*cKO) and H3K27me3 (WT). We defined rREs based on the following two criteria; 1) more H3K27ac (*Nkx2–1cKO)* and no increase in H3K27me3 (*Nkx2–1*cKO*)*, H3K27ac (WT) and H3K4me1 (WT), 2) more H3K27me3 (*WT)* and no increase in H3K27ac (WT), H3K4me1 (*WT)* and H3K27me3 (*Nkx2–1*cKO*)*.

### In vivo analysis of aREs and rREs

To assess the in vivo activity of aREs and rREs we used the data published in the VISTA Enhancer Browser (https://enhancer.lbl.gov/) [7]. All aREs and rREs, overlapping with regions tested in the VISTA Enhancer Browser were scored based on their in vivo activity in cortex, MGE and LGE. For the MGE active elements, we also scored their activity in the ventricular zone (VZ), SVZ and MZ.

### De novo motif analysis

Motif analysis was performed using RSAT [29], identifying overrepresentation and positional bias of words (6 to 7 nucleotides) in the aREs and rREs using an automated Markov model adapted after the analyzed sequence length. Differential analysis of aREs (rREs as control sequence) and rREs (aREs as control sequence) was also performed to identify overrepresented words in the peak sequence.

## Results

### Identification of the genomic regulatory network directing MGE identity

We have previously shown that the combined binding of NKX2–1 and LHX6 is a predictive indicator of REs that mediate transcriptional activation in the subventricular (SVZ) and mantle zone (MZ) of the MGE in the developing subpallial telencephalon [18]. There is evidence that NKX2–1 generally acts as a repressor in MGE progenitors (in the ventricular zone [VZ]), whereas LHX6, and potentially other TFs and signaling pathways, some of which are genetically downstream of NKX2–1, are important for activating transcription in the SVZ and MZ of the MGE [18, 30]. By studying aREs, we aimed to further explore the molecular mechanisms underlying the transcriptional network directing differentiation of the secondary progenitors in the SVZ. One important difference between this study and our earlier study [18] is that here we look at all aREs and rREs, independent of NKX2–1 binding.

First we identified aREs and rREs by assessing the genome-wide changes of the two histone marks H3K27ac and H3K27me3 at H3K4me1 positive REs comparing the WT and *Nkx2–1*cKO MGE [18]. We defined aREs based on the following two criteria; 1) reduced H3K27ac and, 2) increased H3K27me3 in the *Nkx2–1*cKO. We defined rREs based on the following two criteria; 1) increased H3K27ac and, 2) reduced H3K27me3 in the *Nkx2–1*cKO (see Methods).

Based on these criteria we identified 4782 aREs and 6391 rREs in the *Nkx2–1*cKO. See Additional file 1 for a complete list of aREs and rREs. To analyze the in vivo activity patterns of the aREs and rREs we examined transgenic enhancer activity patterns of E11.5 forebrain enhancer activity patterns available in the VISTA database (see VISTA data base; https://enhancer.lbl.gov/) [7]. The activities of rREs were highest in cortex (62% [13 of 21]) and LGE and dorsal MGE (52% [11 of 21]) and lowest in the ventral MGE (24% [5 of 21])(Fig. 1a and b [hs848, hs1172 and hs1187]). In contrast, aREs have the highest activities in the MGE (53% [17 of 32]) when compared to their activities in the LGE (50% [16 of 32]) and cortex (41% [13 of 32]) (Fig. 1a and b [hs676, hs957 and hs1041]). We also found a higher activity of MGE positive aREs in the SVZ (71% [12 of 17]) and MZ (94% [16 of 17]) compared to the VZ (18% [3 of 17]), consistent with our previous results for NKX2–1 bound aREs and rREs (Fig. 1b and c) [18]. See Additional file 1 for a full list of aREs and rREs VISTA transgenics.

**Fig. 1:**
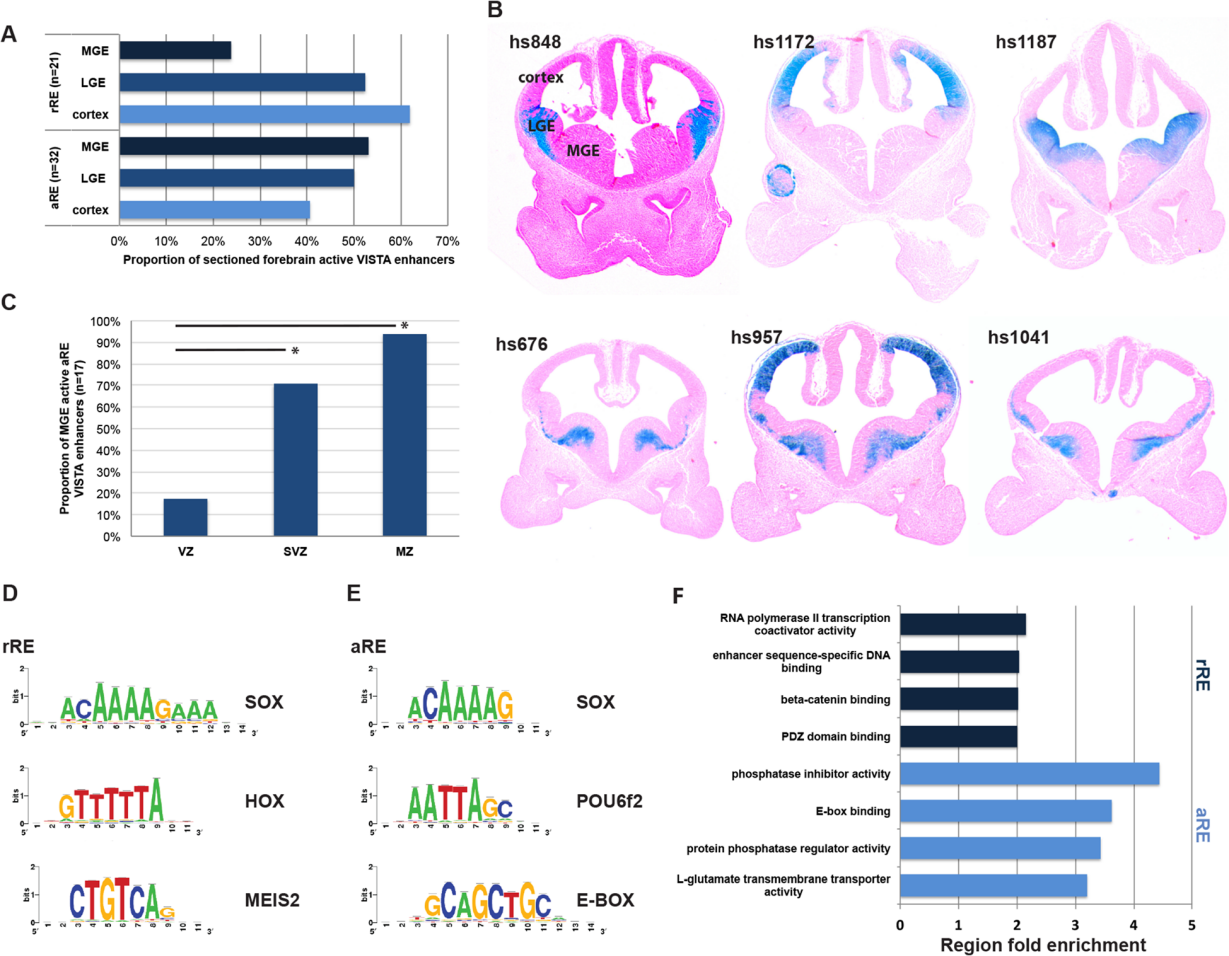
Characterization of aREs and rREs in E13.5 MGE. **a** Proportion of aREs and rREs active in MGE, LGE and cortex. **b** Sections of transgenic embryos (from the VISTA browser) showing in vivo activity of rREs (hs848, hs1172 and hs1187) and aREs (hs676, hs957 and hs1041) at E11.5. **c** VZ, SVZ, and MZ activity of aREs in the MGE at E11.5. Chi-square test was used to test significance between the groups: *p < 0.05. **d** and **e** Manually curated list of de novo motifs and potential TF recognizing the motifs in rREs and aREs. **f** Enriched gene ontology annotations of putative aRE target genes

To identify TFs motifs enriched in the aRE and rREs we performed a de novo motif discovery using RSAT [29]. This analysis showed a number of motifs enriched in both aREs and rREs such as SOX motifs, homedomain binding motifs (HOX and POU6f2) and motifs recognized by zinc finger TFs (e.g. SP1 and ZNF384) (Fig. 1d and e). Additional analysis identifying motifs differentially enriched between aREs and rREs showed that aREs have a high frequency of E-boxes (Fig. 1e). Interestingly, we found that rREs are enriched in motifs consistent with the binding site of the TF MEIS2 (Fig. 1d). The *Meis2* gene is repressed by NKX2–1, and in turn, its RNA is strongly up-regulated in the MGE of the *Nkx2–1*cKO [18]. These data suggest that *Meis2* is central to activating a genomic network promoting LGE and caudal ganglionic eminence (CGE) characters (through rREs) in the *Nkx2–1*cKO MGE.

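Transcript levels in the MGE of the Nkx2-1cKO were measured on Agilent whole mouse genome arrays. RNA from microdissected MGE at E13.5 was amplified, labelled with the dye Cy3 and hybridised with 1 sample per array, for 4 WT and 4 Nkx2-1cKO samples. In the Nkx2-1cKO, floxed Nkx2-1 is removed by a Cre expressed from Olig2 regulatory sequence. The paper's methods name a floxed strain, Nkx2-1f/f, for generating the mutants and give no genotype for the array samples, and the sample labels of the mutant arrays give a heterozygous floxed genotype with the Cre. The labels of the WT arrays give the same floxed genotype without the Cre, so the groups also differ in carrying the Cre. Samples were grouped as WT and Nkx2-1cKO by the paper's description. The arrays lay on 2 slides, each holding 2 WT and 2 Nkx2-1cKO samples. The authors deposited the scanner software's output, in which the background had been subtracted from each spot's intensity within its array but the arrays had not been scaled to one another. Here, the log2 of this intensity was set relative to the 75th percentile of each array and spots of the same probe were averaged. Of 41174 probes, between 31296 and 32683 (median 31617) were well above background on the WT arrays and between 29283 and 32733 (median 29685) on the Nkx2-1cKO arrays. The 75th percentile of the intensity ranged from 2407 to 2574 in WT and from 2028 to 2519 in the Nkx2-1cKO. The 31283 probes well above background on at least 4 of the 8 arrays were tested with limma, with Benjamini-Hochberg adjustment over all of them. The number of arrays limits the precision. A gene is represented by its tested probe with the highest mean signal, and other probes are given where they differ. Nkx2-1 itself had a log2 signal of 1.87 ± 0.06 (SD, n = 4) in WT and -4.46 ± 0.19 (SD, n = 4) in the Nkx2-1cKO. This is a log2 fold change of -6.34 (standard error 0.11, adjusted p = 4.77e-09, limma), which left 1.24% of the WT level. The difference was -6.31 on slide 1 and -6.36 on slide 2.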

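Meis2 was measured by 2 probes, and on both every Nkx2-1cKO array was above every WT array (exact two-sided permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). The brighter probe had a log2 signal of 4.76 ± 0.44 (SD, n = 4) in WT and 5.74 ± 0.13 (SD, n = 4) in the Nkx2-1cKO, a log2 fold change of 0.98 (standard error 0.19, adjusted p = 0.046, limma), or 1.98-fold. The other probe rose by 0.67 on the log2 scale (standard error 0.08, adjusted p = 0.0038, limma), or 1.59-fold. The result on the brighter probe lay close to the threshold. Its adjusted p was 0.0312 with slide as a block and 0.126 when arrays were centred on their median. Its log2 fold change stayed between 0.77 and 1.08 when each array was left out in turn, with adjusted p between 0.00667 and 0.16. The lowest value came without WT replicate 1, whose signal on this probe was 4.10, against 4.86 to 5.05 on the other WT arrays. The mean of both probes rose by 0.83 on the log2 scale (adjusted p = 0.0037, limma). From the rise of Meis2 RNA and the MEIS2 motifs in rREs, the paper proposes that Meis2 activates a network promoting LGE and CGE characters in the mutant MGE.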

We then examined enrichment of annotation terms among the aREs and rREs candidate target genes using GREAT [31]. Top-ranked GO terms for rREs target genes were associated with WNT signaling (beta-catenin binding and PDZ domain binding), transcriptional regulation (such as RNA polymerase II transcription co-activator activity), and enhancer sequence-specific DNA binding (Fig. 1f). Looking specifically at the associated genes for the rREs containing MEIS2 binding motifs we found several genes (*Isl1, Ebf1, Tle4, Zfp503, Efnb1* and *Efnb2*) with higher expression in the LGE and CGE than the MGE. These findings support the hypothesis that MEIS2 directs LGE and CGE identities. The top-ranked GO terms for aREs target genes were associated with phosphatase activity, E-box binding proteins, L-glutamate transmembrane transporter activity and transmembrane-ephrin receptor activity [31] (Fig. 1f). Two E-box binding TFs, *Tcf4* and *Tcf12*, which are in the region of a large number of aREs, have reduced MGE SVZ and MZ expression in the *Nkx2–1*cKO [18]. 

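The arrays measured whole MGE and did not separate the SVZ and MZ from the VZ. For both probes of Tcf12 and of Tcf4, every Nkx2-1cKO array was below every WT array (exact two-sided permutation test, p = 0.0286 each). The brighter Tcf12 probe fell by 0.66 on the log2 scale, from 2.97 ± 0.28 to 2.31 ± 0.19 (SD, n = 4 each), which did not pass the threshold over all probes (standard error 0.15, adjusted p = 0.085, limma). The other Tcf12 probe fell by 0.63 and did pass it (standard error 0.11, adjusted p = 0.026, limma). The brighter Tcf4 probe fell by 0.56 (standard error 0.15, adjusted p = 0.222, limma), with more spread among the Nkx2-1cKO arrays (SD 0.36, n = 4) than among the WT arrays (SD 0.03, n = 4). The other Tcf4 probe fell by 0.82 (standard error 0.10, adjusted p = 0.0047, limma). With the mean of its probes in place of the brighter one, Tcf12 fell by 0.64 (adjusted p = 0.0112, limma) and Tcf4 by 0.69 (adjusted p = 0.00697, limma), both past the threshold. The Nkx2-1cKO level on the brighter probe was 63.2% of WT for Tcf12 and 67.9% for Tcf4. For Tcf12 the paper describes a near complete loss in SVZ and MZ, with the VZ little affected. Levels in whole MGE include the VZ and do not measure the loss in the other layers.

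**Figure D1:**
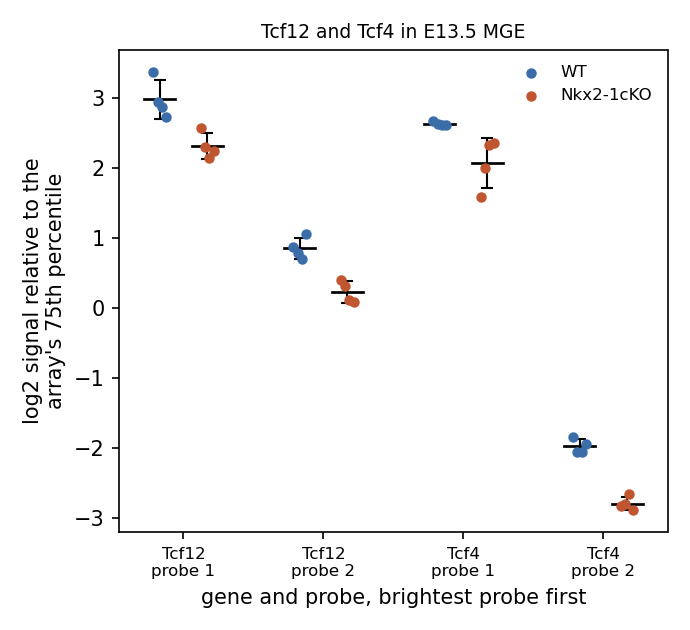
Log2 signal of each probe of Tcf12 and Tcf4 relative to the 75th percentile of its array (vertical axis), for 4 WT and 4 Nkx2-1cKO arrays. Points are arrays, horizontal lines are means and bars are SD. The Nkx2-1cKO points lie below the WT points for all 4 probes, and levels of different probes cannot be compared.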

In combination with the high frequency of E-boxes in aREs, our data suggests that *Tcf4* and *Tcf12* are components of the genomic network regulating gene expression in secondary progenitors of the MGE that are genetically downstream of NKX2–1.

### In vivo characterization of *hs623* in the MGE of the forebrain

To learn more about the *Tcf12* expression and the transcriptional pathways integrated in the aRE network downstream of NKX2–1, we examined aRE *hs623*, a highly evolutionarily conserved 914 base pair (bp) sequence that is in an intron of the *Tcf12* locus (Fig. 2a and b). A previous transgenic study show that *hs623* drives *LacZ* expression at E11.5 [32]. The *hs623* transgene is active in the forebrain, hindbrain and the spinal cord (Fig. 2c-e, Additional file 2). A coronal section through the telencephalon shows that *hs623* activity is restricted to the SVZ and MZ of the MGE, and perhaps labels cell tangentially migrating into the LGE (Fig. 2e). This pattern of activity is supported by histone ChIP-seq analysis of the MGE showing that this locus has histone modifications that are characteristic of active enhancer elements (Fig. 2a [H3K4me1+ and H3K27ac+] and 2B). Of note, ChIP-seq analysis of the MGE *Nkx2–1*cKO shows reduced H3K27ac, providing evidence that the activity of the locus is dependent on the activity of the NKX2–1 and/or its target TFs, as reported earlier (Fig. 2b) [18].

**Fig. 2:**
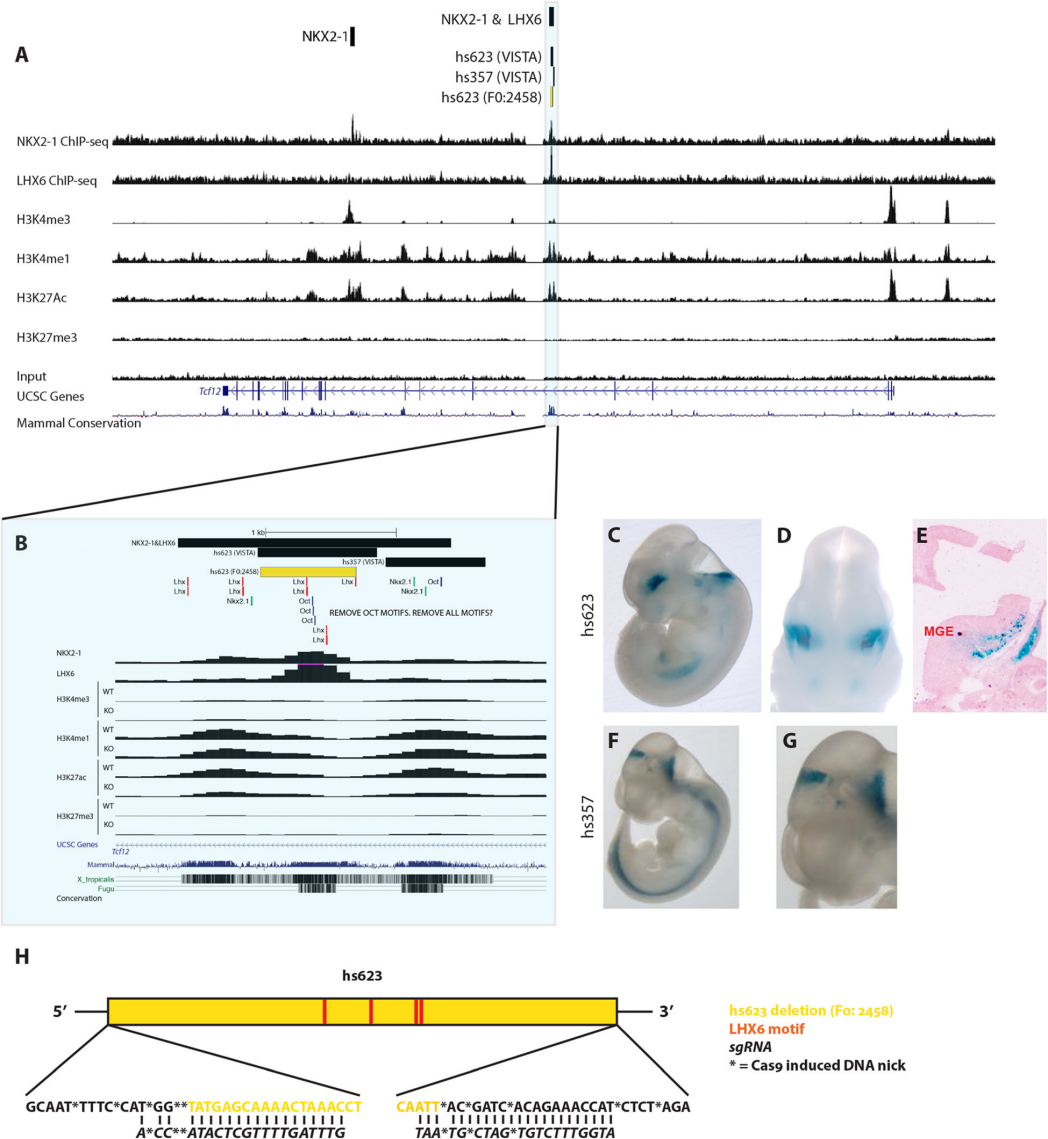
Deletion of *cis*-regulatory element *hs623* in vivo. **a** Genomic region of the *Tcf12* locus with the ChIP-seq datasets and genomic features shown; NKX2–1 ChIP-seq, LHX6 ChIP-seq, H3K4me3, H3K4me1, H3K27ac, H3K27me3, UCSC genes and mammalian conservation. Histone 3 modifications in MGE at E13.5. *Hs623* region framed and highlighted in blue. **b** Higher resolution view of the *hs623* region with the same ChIP-seq datasets as in Fig. 2a. Called NKX2–1 & LHX6 binding region, VISTA regions, deleted *hs623* region (yellow) and NKX2–1, LHX6 and OCT consensus motifs labeled at the top of the browser. **c**-**g** VISTA database transgenic embryos showing in vivo activity of *hs623* and *hs357* at E11.5. **h** Schematic description of the generated *hs623* deletions (5 founders). The distribution of LHX6 consensus motifs in *hs623* are indicated. Founder 2458 was used for the analysis presented in this paper

### Motif logic direct region specific transcriptional activity

*Hs623* is flanked by two highly conserved regions and the activity of one of the regions (*hs357)* has been tested in vivo [32]. Similar to *hs623, hs357* is active in the spinal cord, but unlike *hs623* it is active in the pretectum and it lacks activity in the telencephalon, including the MGE (Fig. 2f and g). Therefore, despite the close proximity of *hs623* and *hs357*, they show differences in regional activity, suggesting that their regional activities are more likely due to differences in their primary nucleic acid sequence rather then their genomic location. Consistent with the lack of MGE activity, *hs357* has two NKX2–1 consensus motifs and no LHX6 consensus motifs (Fig. 2b). On the other hand, *hs623* has four LHX6 consensus motifs, which could explain its activity in the MGE (Fig. 2h). Even though *hs623* has NKX2–1 binding, it contains no NKX2–1 consensus motifs. However, the sequences flanking *hs623* do include three NKX2–1 consensus motifs, two within *hs357* (Fig. 2b). In agreement with these observations, we detect NKX2–1 binding covering a wide region that incudes both *hs623* and *hs357*.

### CRISPR/Cas9 mediated deletion of *hs623* in vivo

To functionally test the requirement of *hs623* in vivo, we deleted *hs623* using CRISPR/Cas9 (see VISTA database; http://enhancer.lbl.gov). A pair of sgRNAs was designed to delete the 734 bp core sequence of *hs623*, which has NKX2–1 and LHX6 binding (Fig. 2b and h). Microinjection of sgRNAs and Cas9 generated a total of 22 pups. 23% (5 of 22) of the pups carried the desired *hs623* deletions and the induced DNA breaks were distributed within 20 bp of the predicted cutting site (5′ and 3′ of *hs623*, Fig. 2h, Additional file 3). To minimize potential off target effects we outcrossed the F0 transgenic founders to wild-type CD1 mice. Four of five founders were fertile and generated a F1 generation; these animals were intercrossed to generate homozygous F2 *hs623KO* animals. *Hs623KOs* in the F2 generation were produced at Mendelian Ratios showing that the enhancer deletion was viable (10[WT]:19[HET]:7[KO], *n* = 3 litters; χ^2^ = 0.611; df = 2; *p* = 0.7367). Due to the overall similarity of the four fertile founders we decided to focus the following analysis on one of the founders (F0: 2458, Fig. 2h).

### Deletion of *hs623* reduces *Tcf12* mRNA levels in the SVZ of MGE

*Hs623* is a *Tcf12* intragenic RE that in transgenic assays activates transcription in the SVZ of the MGE (Fig. 2c-e). As noted above, its activity is partly dependent on NKX2–1 activity and *Tcf12* transcription is specifically reduced in the SVZ of the MGE in the *Nkx2–1*cKO (Fig. 2b) [18]. Together, these data suggest that *hs623* could be a RE activating *Tcf12* transcription in the MGE. To test this hypothesis, we performed RTqPCR on the MGE from *hs623WTs* and *hs623KOs* at E13.5. Primers were designed to target all known mouse protein-coding and non-protein-coding genes in the NCBI RNA reference sequences collection that are found 450 kb up- and downstream of *hs623* (Fig. 3a). From the RTqPCR we found no significant difference in the expression of the following genes in this region: *Myzap*, *Cgln1*, *Zfp280d* and *Mns1* (Fig. 3b). *Tcf12* RNAs include a variety of splice variants. Because of this we designed three separate primer pairs to specifically interrogate the different splice variants of *Tcf12* (Fig. 3a). We found a reduction in the expression of the short isoforms of *Tcf12* isoform 3 and 4 (Fig. 3b, see *Tcf12*_v1/3–4 and *Tcf12*_v1/3–5). Notably, we did not find any difference in the expression levels of the longer isoforms 1 and 2 of *Tcf12* (Fig. 3b, see *Tcf12*_v1/2–2). Together, these results show that *Tcf12* transcription in the MGE is enhanced by *hs623*.

**Fig. 3:**
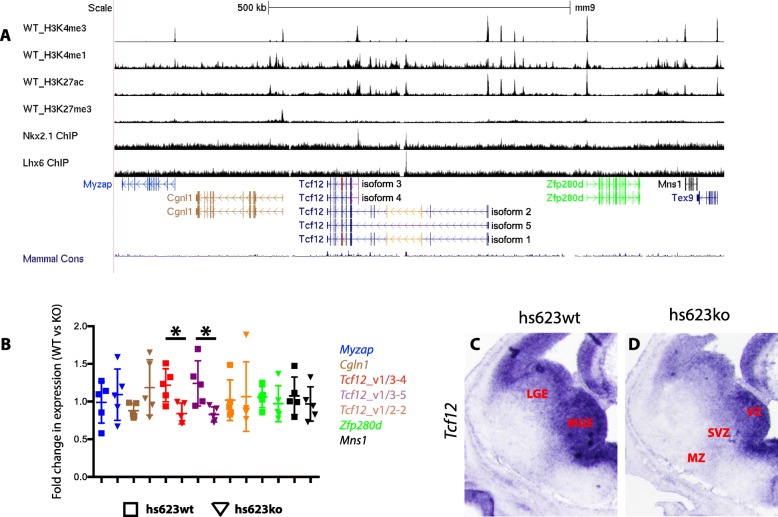
Reduced *Tcf12* expression in the *hs623*KO. **a** *Tcf12* locus with neighboring genes. **b** qPCR analysis of *Mns1*, *Myzap*, *Cgln1*, *Zfp280d*, *Tcf12* isoforms 1 and 3 (*Tcf12*_v1/3–4), *Tcf12* isoforms 3 and 4 (*Tcf12*_v1/3–5), *Tcf12* variant 1 and 2 (*Tcf12*_v1/2–2) on WT and *hs623*KO MGE at E13.5. The colors used in the table correlate to the specific target regions indicated in Fig. 3a. **c** and **d** In situ hybridization analysis of *Tcf12* in WT (**c**) and *hs623*KO (**d**) basal ganglia at E13.5. Unpaired t-test was used to test significance between the groups: *p < 0.05

To obtain spatial information about the reduction of *Tcf12* within the MGE we compared the distribution of *Tcf12* RNA between WT and *hs623KO* telencephalon at E13.5 using in situ RNA hybridization. Normally, *Tcf12* is broadly expressed in the VZ in the pallium and subpallium. In the ganglionic eminences *Tcf12* is also expressed in the SVZ and MZ, with a markedly higher expression in the MGE compared to the LGE. On the other hand, in the *hs623KO* we observed a reduction of *Tcf12* expression that appeared to be specific to the SVZ and MZ of the MGE (Fig. 3c and d). This result is consistent with the spatial activity of *hs623*, which is restricted to the SVZ of the MGE.

### Combined activity of POU and SOX TFs are required to maintain gene expression downstream of NKX2–1 in the MGE

To test the functional requirement of the LHX6 motifs in *hs623* we made site directed mutations that removed all four LHX6 motifs (*hs623*ΔLHX). In MGE primary cultures the activity of *hs623*ΔLHX was reduced by half when compared to the non-mutated *hs623* (*hs623*WT, Fig. 4a and b). Together, these experiments provide evidence that *hs623* activity, in part, depends on LHX6 and LHX8 and that there are additional TFs and signaling pathways required for the activity of *hs623*. Our earlier motif analysis of aREs discovered an enrichment of additional motifs such as HD-binding motifs (POU6f2 and HOX), SOX motifs and E-boxes (Fig. 1e). To identify additional TF pathways responsible for the activity of *hs623* we looked at the other identified de novo motifs within *hs623* (Fig. 1d). Located in the center of *hs623* we found two octamers (bound by POU TFs), of which one is adjacent to a SOX motif. Octamers are known to pair with SOX motifs to form central functional units regulating development in various cell types [33–35]. Initially, we analyzed the activity of the two individual octamers by generating single mutations of the two motifs (Fig. 4a, *hs623*ΔOCT1 and *hs623*ΔOCT2). Mutating octamer 1 (*hs623ΔOCT1*) caused a significant reduction of *hs623* activity in MGE primary cultures, whereas mutating octamer 2 (*hs623ΔOCT2*) had no significant effect on *hs623* activity (Fig. 4b). Octamer 2 is located 3 bp from a SOX consensus motif (Fig. 4a). To assess the requirement of this combined motif for *hs623* activity, we generated a compound mutant with a combined mutation of octamer 2 and the paired SOX motif (*hs623*ΔOCT2 + SOX). *Hs623*ΔOCT2 + SOX showed a significantly reduced activity when compared to *hs623*WT as well as, the two individual single mutants, *hs623*ΔOCT2 and *hs623*ΔSOX (Fig. 4b).

**Fig. 4:**
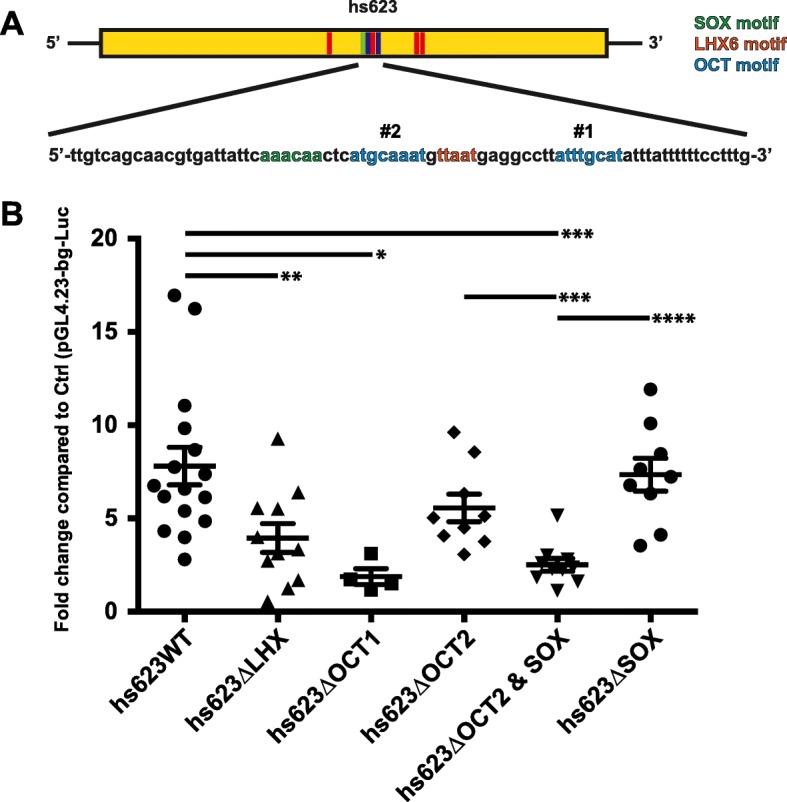
OCT and SOX motifs required for *hs623* activity in primary MGE cultures. **a** Schematic of *hs623* with LHX6, OCT and SOX motifs. **b** Luciferase reporter assay showing a reduced activity of *hs623* when LHX6, OCT and SOX motifs in *hs623* are mutated. Data are represented as mean ± SEM. Unpaired t-test was used to test significance between the groups: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

Altogether, our experiments show that *Tcf12* expression in the SVZ of the MGE is mediated, at least in part, through *hs623*, a RE that is strongly dependent on its OCT and SOX motifs and partially dependent on its LHX6 motifs. 

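In the arrays of E13.5 MGE, 192 probes were lower in the Nkx2-1cKO than in WT at an adjusted p under 0.05 (limma), and 114 of them fell by at least 1 on the log2 scale. The number of lower probes was 264 with slide as a block and 90 after normexp background correction, which moved it most among the scalings and filters. Among genes whose probes matched a symbol, the 5 with the largest falls included Nkx2-1 itself and the LIM homeobox genes Lhx6 and Lhx8. The other 2 were Gpr17, with a log2 fold change of -3.61 (standard error 0.18, adjusted p = 9.81e-06, limma), and Npy, with -3.53 (standard error 0.12, adjusted p = 1.17e-06, limma). After normexp background correction Gpr17 fell by 2.29 (standard error 0.41, adjusted p = 0.00236, limma). For each of the 5 genes all Nkx2-1cKO arrays were below all WT arrays. Probes without a symbol were left out of this ranking, and the largest fall among them, 4.08 (adjusted p = 1.27e-05, limma), was larger than that of Lhx8, Gpr17 or Npy. A list of 17 genes of MGE-derived neurons with a tested probe, written before the data were examined, had a median log2 fold change of -1.65. All 17 were lower, 13 of them past the threshold over all probes and 15 when adjusted over the list alone.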

We have previously shown that gene expression in the SVZ of the MGE (including *Tcf12*) largely depends on NKX2–1 activity [18]. Existing mechanistic data show that NKX2–1 acts as a transcriptional repressor. Therefore, our findings suggest that the loss of *Tcf12* expression in the SVZ of the MGE *Nkx2–1c*KO is not due to the direct regulation of *Tcf12* by NKX2–1, but is a secondary effect due to changes in expression and activity of LHX6, LHX8, OCT and SOX TFs.

## Discussion

Technical advancements in genome wide sequencing, chromosome capture and CRISPR/Cas9 technologies are increasing our understanding of genome organization. These data, combined with data showing RE activities in vivo (https://enhancer.lbl.gov/), TF binding and other epigenetic genomic data, and spatial gene expression data (http://www.brain-map.org/, http://www.eurexpress.org/ee/intro.html), are enabling the field to begin elucidating the genomic networks and the molecular mechanisms that direct brain development. Herein we have used many of these approaches to analyze gene expression in the developing mouse MGE. In the context of the *Nkx2–1*cKO mouse, our analysis of differential (WT vs. cKO) histone ChIP-seq data, and de novo sequence motif analysis, has provided evidence for additional TFs, REs, and signaling pathways that direct MGE development.

In this study, we showed that *Tcf12* expression in the SVZ of the MGE is mediated via *hs623*, an aRE bound by NKX2–1. The activity of *hs623* and the expression of *Tcf12* depend on NKX2–1 activity, suggesting that NKX2–1 promotes *Tcf12* expression in this context. We find no direct evidence showing that NKX2–1 activates *Tcf12* transcription via *hs623*. On the other hand, we show that LHX6, OCT and SOX motives are central to *hs623* activity. In fact, *hs623* lacks NKX2–1 consensus motifs and its interaction with *hs623* can possibly be explained through binding to three flanking regions. Other alternative explanations are that NKX2–1 regulates *hs623* through either uncharacterized NKX2–1 motifs or through indirect binding to transcriptional complexes that bind *hs623*.

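In the same comparison 132 probes were higher in the Nkx2-1cKO MGE than in WT at an adjusted p under 0.05 (limma), of which 40 rose by at least 1 on the log2 scale. The number was 209 with slide as a block, 63 after normexp background correction and 65 without Nkx2-1cKO replicate 1. Among genes whose probes matched a symbol, the 5 with the largest rises were Aldh1a3, Dbx1, Dbpht2, Rarb and Zfp503, with log2 fold changes of 2.59, 2.26, 1.77, 1.51 and 1.39. Their adjusted p-values ranged from 0.0149 for Aldh1a3 to 0.000344 for Zfp503 (limma), and for each of them all Nkx2-1cKO arrays were above all WT arrays. Probes without a symbol were left out of this ranking, and the largest rise among them was 5.02 (adjusted p = 0.000286, limma). The WT mean of that probe was -8.82. This lay below the lowest signal called well above background on any WT array, -7.146. The size of this rise is therefore not exact. The log2 fold change of Aldh1a3 stayed between 2.34 and 2.93 when each array was left out in turn, but it was no longer past the threshold in 3 of the 8 cases. Of 21 genes of the LGE and CGE in a list written before the data were examined, 18 were higher in the Nkx2-1cKO, 9 of them past the threshold over all probes and 15 when adjusted over the list alone. Their median log2 fold change was 0.62. The list did not separate genes of the LGE from genes of the CGE. The 3 lower genes were Nr2f2 (-0.13), Prox1 (-0.04) and Adora2a (-0.04). Meis2, Isl1, Ebf1, Zfp503 and Tle4, which the paper also names, were among the 9 past the threshold. The 17 genes of dividing progenitors that were tested had a median of 0.06, and none of them passed the threshold.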

We have earlier demonstrated that NKX2–1 represses transcription in the MGE, similar to other NKX HD TFs that specify ventral parts of the developing neural tube [36, 37]. Even at aREs, identified in the *Nkx2–1*cKO MGE, the NKX2–1 motifs mediate transcriptional repression, as exemplified by the intragenic *Tgfb3* RE in Sandberg et al. 2016 [18]. On the other hand, in the case of both the *Tgfb3* RE and *hs623*, LHX6 motifs promote enhancer activity. If NKX2–1 only represses transcription, it is unclear how loci such as LHX6 and LHX8 fail to be activated in the *Nkx2–1* mutants [16–18]. Furthermore it is unclear why NKX2–1 also binds loci that have reduced activity in the *Nkx2–1*cKO. These results suggest that, in some contexts, NKX2–1 may have an activating function. 

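Lhx6 had a log2 signal of 3.25 ± 0.07 (SD, n = 4) in WT and -0.96 ± 0.27 (SD, n = 4) in the Nkx2-1cKO, a log2 fold change of -4.20 (standard error 0.13, adjusted p = 5.22e-07, limma). Lhx8 had 3.86 ± 0.16 in WT and 0.19 ± 0.34 in the Nkx2-1cKO (SD, n = 4 each), a log2 fold change of -3.67 (standard error 0.16, adjusted p = 5.23e-06, limma), and its other probe changed by -3.80 (standard error 0.14, adjusted p = 1.88e-06, limma). The mutant MGE thus kept 5.43% of the WT level of Lhx6 and 7.88% of that of Lhx8. Both genes were still well above background on all 4 Nkx2-1cKO arrays. Leaving out each array in turn kept the log2 fold change between -4.29 and -4.08 for Lhx6 and between -3.83 and -3.57 for Lhx8.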

NKX2–1 binding to these loci might be required to keep them poised for subsequent activation by TFs and signaling pathways parallel and genetically downstream of NKX2–1, such as LHX, OCT, SOX and bHLH TFs. A similar model was presented in two studies looking at motor neuron development. In these cells, combinations of NEUROG2 (bHLH TF), LHX3, ISL-1, ONECUT1 and EBF direct the progression of the motor neuron fate through distinct sets of REs [8, 9]. Similar to these models, we find an enrichment of LHX6 binding and e-boxes at aREs, a group of REs with a preferential activity in the SVZ of the MGE. This combination of TF binding and motif enrichment is not seen at NKX2–1 bound rREs, that have a relatively low MGE activity. These data highlight similarities in the molecular mechanisms that direct MGE and motor neuron development over time. In addition to combinatorial activity with other TFs, the activity of NKX2–1 might be affected by changes to chromatin modifications at specific loci over time. Our experimental design lacks the temporal resolution to make these kinds of predictions. For the future, it would be interesting to know; 1) at what time point in the developing MGE (VZ, SVZ or MZ) are the various REs active, 2) and the temporal pattern of TF binding at these REs. This would give us important information that could help elucidate the activating and repressing mechanics through which NKX2–1, LHX6 and other TFs direct MGE development.

The seemingly dual activity of NKX2–1 in the MGE is similar to its double-edged characteristics in regulating cancer development and progression. In this context, NKX2–1 has a role as lineage-survival oncogene in developing lung cancer tumors. On the other hand, NKX2–1 expression is also associated with a favorable prognosis in affected patients, due to its capacity to attenuate the invasive capacity of carcinomas [38]. Interestingly, this has been shown to be mediated through an abrogation of cellular response to TGFβ induced EMT, a signaling pathway that is directly repressed by NKX2–1 in the MGE [18, 39]. By identifying the mechanisms through which NKX2–1 operate in the subpallial telencephalon we might also learn more about its enigmatic role in tumor biology.

The activity of the RE *hs623* depends on two octamers, providing evidence that OCT TFs are central to MGE development. OCT TFs are important regulators of stem cell maintenance and the progression of neurogenesis. OCT4 is central for propagating undifferentiated embryonic stem cells and has the ability to induce pluripotent stem cells from embryonic and adult fibroblasts [40, 41]. On the contrary, BRN2, together with Ascl1 and Myt1l, can efficiently trans-differentiate embryonic and postnatal fibroblasts into functional neurons [42]. BRN1, BRN2 and OCT6 mutants show defects in layering of the neocortex, due to their role in initiating radial migration of cortical projection neurons, further highlighting their role in promoting neurogenesis [43–45]. Furthermore, we find an enrichment of both octamers and E-boxes in REs promoting gene expression in the MGE, suggesting that the TF machinery directing trans-differentiation of fibroblasts into neurons is similar to the TF machinery inducing neuronal phenotypes in the MGE. Trans-differentiating fibroblast to neurons using Brn2, Ascl1 and Myt1l generate cells with a mixed neuronal phenotype [42], indicating that these TFs are required for promoting the neuronal fate, without any preference for specific neuronal lineages. Taken together, this suggests a model where neuronal fate and phenotype is directed through separate, although integrated, TF pathways in the MGE.

One of the octamers in *hs623* is paired with a SOX motif. The SOX TF family consists of a large number of genes that direct embryonic development and cell differentiation. They bind loosely to the minor groove of the DNA and their target gene specificity is guided through the interaction with cell type specific partner factors such as OCT TFs. The combined activity of SOX2 and different OCT TFs are important regulators of gene expression in undifferentiated embryonic stem cells (ESCs) and neural progenitor cells (NPCs) [46]. SOX2 and OCT4 (POU5F1) bind REs in ECSs, whereas SOX2 and BRN2 (POU3F2) co-occupy REs in NPCs [34, 46–48]. SOX and OCT motifs have also been shown to direct transcription in both ESCs and NPCs in the forebrain [34, 35]. Today we do not know what specific OCT and SOX TFs that are required to activate transcription in the SVZ of the MGE, via REs like *hs623*, BRN1 (POU3F3), BRN2 (POU3F2), BRN4 (POU3F4), BRN5 (POU6F1) and OCT6 (POU3F1) are all expressed here, but little is know regarding their function in this context. 

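Of these 5 POU genes, Pou3f1, Pou3f2, Pou3f3 and Pou3f4 were well above background on all 4 WT arrays of E13.5 MGE. Pou6f1 was not analysed here. Pou3f1 was higher in the Nkx2-1cKO, with a log2 signal of 4.00 ± 0.20 in WT and 4.73 ± 0.26 in the Nkx2-1cKO (SD, n = 4 each) and a log2 fold change of 0.74 (standard error 0.14, adjusted p = 0.0458, limma). This call was close to the threshold, and with 1 array left out in turn it passed in 2 of the 8 cases. The other 3 genes did not pass the threshold over all probes or when adjusted over the list alone. Their log2 fold changes were 0.38 for Pou3f2 (standard error 0.17), -0.04 for Pou3f3 (standard error 0.12) and -0.25 for Pou3f4 (standard error 0.29). The sign for Pou3f3 and Pou3f4 changed with the processing, and the second probe of Pou3f3 rose by 0.27 (adjusted p = 0.266, limma). The arrays measured RNA from whole MGE and did not separate the SVZ.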

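Sox1, Sox2, Sox6, Sox11 and Sox21 were measured on the same arrays, and by the brightest probe of each gene all 5 had a lower mean in the Nkx2-1cKO. Sox6 fell by 1.64 on the log2 scale, from 2.39 ± 0.18 to 0.74 ± 0.14 (SD, n = 4 each; standard error 0.11, adjusted p = 8.52e-05, limma), and its other 3 probes fell by between 1.45 and 1.89. It was the only 1 of the 5 to pass the threshold over all probes, and 4 passed when adjusted over the list alone. The paper names these 5 genes for their reduced expression in the Nkx2-1cKO. If that rests on these arrays, a pass over the list alone is not separate evidence. Sox1 changed by -0.40 (standard error 0.13, adjusted p = 0.382 over all probes, limma) and Sox2 by -0.31 (standard error 0.12, adjusted p = 0.457 over all probes, limma). Sox21, with -0.25 (standard error 0.15, adjusted p = 0.654 over all probes, limma), was the gene that did not pass over the list alone. The 3 probes of Sox11 disagreed in direction. The brightest changed by -0.40 (standard error 0.12, adjusted p = 0.291 over all probes, limma), the second by 0.39 (adjusted p = 0.532, limma) and the third by -0.11 (adjusted p = 0.704, limma). Their mean changed by -0.04 (adjusted p = 0.903, limma), so that the pass of Sox11 over the list alone rests on its brightest probe, and with the mean of probes 3 genes passed over the list alone.

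**Figure D2:**
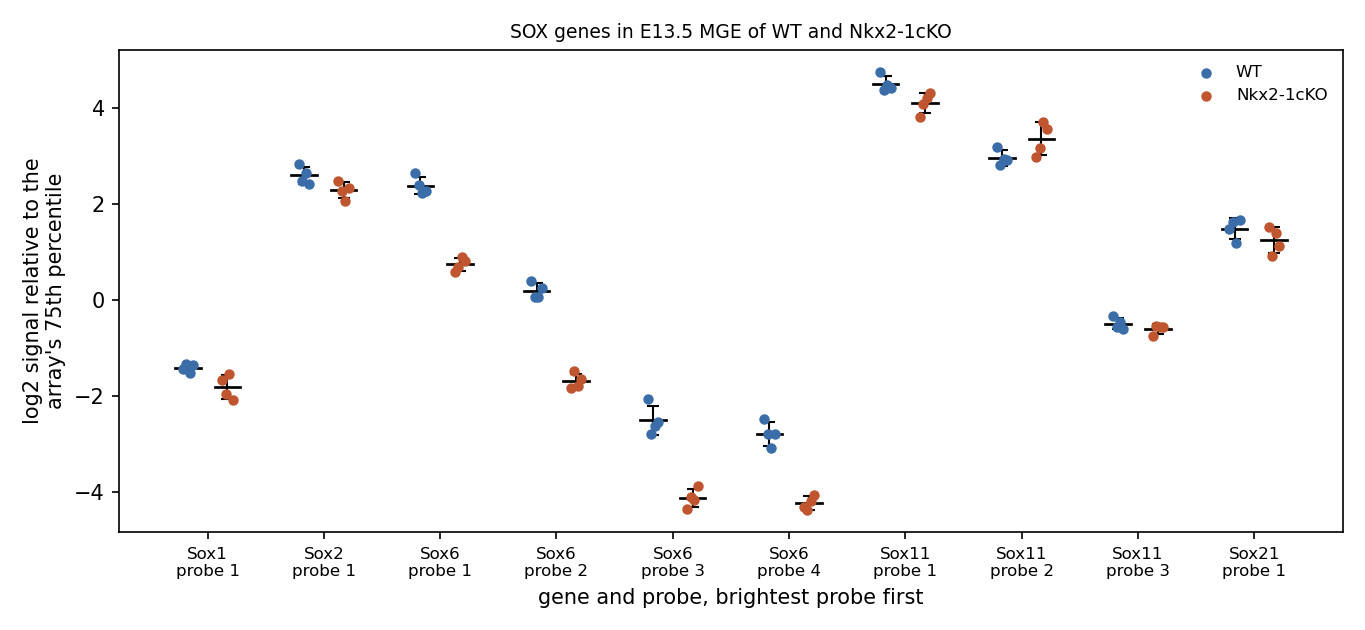
Log2 signal of each tested probe of 5 SOX genes relative to the 75th percentile of its array (vertical axis), for 4 WT and 4 Nkx2-1cKO arrays. Points are arrays, horizontal lines are means and bars are SD. The groups are apart for all 4 probes of Sox6, while the second probe of Sox11 has a higher mean in the Nkx2-1cKO, and levels of different probes cannot be compared.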

A large number of different SOX TFs are expressed in the MGE and several of them show a reduced expression in the *Nkx2–1*cKO, such as Sox1, Sox2, Sox6, Sox11 and Sox21 constituting possible candidates for promoting *Tcf12* expression via *hs623*. Sox6 is required for patterning of the subpallium and generation on MGE derived interneurons [49, 50], but when looking at *Tcf12* expression in the E13.5 MGE of a conditional *Sox6* mouse [51] with an *Nkx2–1*-Cre line [52], we found no significant change in *Tcf12* expression (Additional file 4). From this we can suggest that SOX6 is not sufficient for promoting *Tcf12* expression. Further studies should be performed to identify the specific OCT and SOX TFs directing transcriptional activation in the MGE.

Here, in our new analysis of the *Nkx2–1c*KO, we found a large number aREs. Some of these are near the loci of the *Tcf4* and *Tcf12* bHLH TF encoding genes. The *Nkx2–1*cKO shows a near complete loss of *Tcf12* expression in the SVZ and MZ of the MGE. We found an aRE intronic to *Tcf12* (*hs623*) that has activity in the SVZ and MZ of the MGE (Fig. 2e). Deletion of *hs623* leads to a reduced *Tcf12* expression in the VZ and MZ of the MGE. This result suggests that *Tcf12* expression is regulated through several aREs, including *hs623*, and that there is redundancy between these REs. Enhancer redundancy has been demonstrated in the developing telencephalon and limb where REs sharing a similar spatiotemporal activity provides robustness to gene expression [53, 54]. We also find that there are different genetic programs directing *Tcf12* expression in various cell types of the MGE. *Tcf12* expression is initiated in the VZ of the MGE; this expression is largely unaffected in the *Nkx2–1*cKO, indicating that *Tcf12* expression in this region is not mediated through *hs623* and largely NKX2–1 independent.

Altogether, these data provide evidence of transcriptional circuitry that connects the initiation of MGE fate in the VZ by *Nkx2–1* and *Otx2*, to the maturation of cells in the SVZ and MZ by driven through REs such as *hs632,* whose activity integrates signals from LHX, OCT, SOX and bHLH TFs [16, 18, 55]. Future studies will investigate how TFs, chromatin-binding, −reading and -remodeling proteins integrate to direct GABAergic and cholinergic development in the subpallial telencephalon.

## Conclusion

In our study we use a combination of genomics, CRISPR/Cas9 engineering and TF motif analysis to investigate the transcriptional networks guiding development of the MGE and its descendants. Whereas NKX2–1 is required for initiating MGE characteristics in the VZ, we provide evidence that a combination of LHX, OCT, SOX and bHLH TFs are central for maintaining gene expression in the SVZ and MZ, genetically down-stream of NKX2–1. Here we generate a mouse mutant in whom we delete a *Tcf12* intragenic RE, showing its requirement for maintaining *Tcf12* transcription in the SVZ and MZ of the MGE. The activity of this *Tcf12* enhancer, in primary cultures of MGE cells, largely depends on an octamer and a combined octamer and SOX motif. Altogether, our study identifies a genomic framework through which a combination of LHX, OCT, SOX and bHLH TFs direct MGE differentiation through the expression terminal effector genes.

## Additional files

Additional file 1: aREs and rREs in the Nkx2–1cKO MGE at e13.5**.** Identified activating (sheet “aRE”) and repressing (sheet “rRE”) regulatory elements in Nkx2–1cKO MGE at e13.5. In vivo activity of aREs (sheet “VISTA aRE”) and rREs (sheet “VISTA rRE”) VISTA transgenics at E11.5.

Additional file 2: Forebrain activity of hs623. Coronal sections of the hs623 transgene showing its activity in forebrain at E11.5. The sections are arranged rostral (A) to caudal (S).

Additional file 3: DNA sequences of hs623KO founder mice. DNA sequence of the modified *hs623* locus in the five founder mice carrying the hs623 deletion.

Additional file 4: Tcf12 expression in Sox6 conditional knockout. In situ analysis of *Tcf12* in WT (A) and *Sox6* conditional knockout (B) forebrain at E13.5.

## Abbreviations

aREs: activating regulatory element
bHLH: basic-helix-loop-helix
cKO: conditional knockout
E: embryonic day
GO: gene ontology
HD: homeodomain
LGE: lateral ganglionic eminence
MGE: medial ganglionic eminence
MZ: mantle zone
REs: regulatory elements
rREs: repressing regulatory element
SVZ: sub-ventricular zone
TF: transcription factor
VZ: ventricular zone
WT: wild-type

# Supplementary material for: Genomic analysis of transcriptional networks directing progression of cell states during MGE development
**Source:** Neural Dev. 2018 Sep 14;13:21. doi: 10.1186/s13064-018-0119-4
**Supplement:** Supplementary file 3 — DNA sequences of hs623KO founder mice. DNA sequence of the modified hs623 locus in the five founder mice carrying the hs623 deletion.

## Sequences of hs623KO founders.

Sequence 5' of deletion.

Sequence 3' of deletion.

Deleted sequence in founder.

### Sequence hs623KO founder #1:

>MS\_432601-502\_1-1-TOPO- T7\_G01.ab1

```
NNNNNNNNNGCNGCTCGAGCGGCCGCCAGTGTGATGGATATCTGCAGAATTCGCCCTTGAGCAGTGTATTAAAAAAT
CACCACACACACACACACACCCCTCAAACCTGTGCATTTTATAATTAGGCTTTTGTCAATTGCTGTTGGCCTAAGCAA
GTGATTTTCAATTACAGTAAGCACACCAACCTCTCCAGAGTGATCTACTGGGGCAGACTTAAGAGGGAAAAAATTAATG
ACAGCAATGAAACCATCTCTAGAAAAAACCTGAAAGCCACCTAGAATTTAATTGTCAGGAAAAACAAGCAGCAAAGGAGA
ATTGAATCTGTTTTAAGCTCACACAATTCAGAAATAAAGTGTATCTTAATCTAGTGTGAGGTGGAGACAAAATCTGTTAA
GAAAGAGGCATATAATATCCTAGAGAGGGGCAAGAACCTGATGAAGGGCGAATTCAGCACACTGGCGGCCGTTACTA
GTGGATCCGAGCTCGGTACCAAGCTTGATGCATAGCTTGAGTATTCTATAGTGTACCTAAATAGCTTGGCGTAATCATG
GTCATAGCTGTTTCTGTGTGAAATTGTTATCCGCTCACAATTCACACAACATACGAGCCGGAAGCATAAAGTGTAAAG
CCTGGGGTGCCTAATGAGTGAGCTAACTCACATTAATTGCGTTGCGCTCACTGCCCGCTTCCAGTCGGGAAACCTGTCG
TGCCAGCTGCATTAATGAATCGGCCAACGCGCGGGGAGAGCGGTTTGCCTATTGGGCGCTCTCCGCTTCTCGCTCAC
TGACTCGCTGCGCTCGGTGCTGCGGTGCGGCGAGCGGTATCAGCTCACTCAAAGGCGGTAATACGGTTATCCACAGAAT
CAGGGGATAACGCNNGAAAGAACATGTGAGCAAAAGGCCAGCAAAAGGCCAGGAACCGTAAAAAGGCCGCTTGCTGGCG
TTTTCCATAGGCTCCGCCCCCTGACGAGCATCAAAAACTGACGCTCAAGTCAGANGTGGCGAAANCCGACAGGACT
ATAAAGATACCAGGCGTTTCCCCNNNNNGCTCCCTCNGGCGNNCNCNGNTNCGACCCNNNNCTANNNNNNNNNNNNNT
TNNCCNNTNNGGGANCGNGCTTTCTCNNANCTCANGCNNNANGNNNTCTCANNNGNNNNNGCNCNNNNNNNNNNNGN
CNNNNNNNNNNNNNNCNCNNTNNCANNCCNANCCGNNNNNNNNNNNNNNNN
```

>mm9\_dna range=chr9:71822294-71824207 5'pad=500 3'pad=500 strand=+  
repeatMasking=none

```
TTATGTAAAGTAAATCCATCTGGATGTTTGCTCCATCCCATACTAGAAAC
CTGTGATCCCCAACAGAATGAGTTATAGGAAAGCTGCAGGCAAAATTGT
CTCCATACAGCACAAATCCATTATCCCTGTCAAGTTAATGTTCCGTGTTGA
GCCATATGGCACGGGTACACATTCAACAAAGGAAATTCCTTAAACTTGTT
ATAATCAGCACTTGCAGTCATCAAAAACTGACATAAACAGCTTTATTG
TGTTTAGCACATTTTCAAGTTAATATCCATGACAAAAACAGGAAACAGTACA
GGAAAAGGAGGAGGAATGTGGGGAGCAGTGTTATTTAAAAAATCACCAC
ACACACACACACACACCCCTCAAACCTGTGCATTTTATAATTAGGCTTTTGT
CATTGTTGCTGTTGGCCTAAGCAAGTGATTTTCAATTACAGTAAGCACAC
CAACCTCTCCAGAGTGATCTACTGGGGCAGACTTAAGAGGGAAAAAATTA
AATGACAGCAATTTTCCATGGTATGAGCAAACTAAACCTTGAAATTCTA
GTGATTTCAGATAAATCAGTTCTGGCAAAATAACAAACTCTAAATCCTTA
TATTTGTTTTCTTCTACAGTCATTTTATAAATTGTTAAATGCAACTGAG
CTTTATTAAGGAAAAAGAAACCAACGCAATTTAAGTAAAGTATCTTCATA
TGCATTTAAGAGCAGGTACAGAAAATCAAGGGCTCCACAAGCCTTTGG
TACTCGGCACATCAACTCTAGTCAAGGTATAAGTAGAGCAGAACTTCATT
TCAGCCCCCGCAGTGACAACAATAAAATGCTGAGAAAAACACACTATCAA
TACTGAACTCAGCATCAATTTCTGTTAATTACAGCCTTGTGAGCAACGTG
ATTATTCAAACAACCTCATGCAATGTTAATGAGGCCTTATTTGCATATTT
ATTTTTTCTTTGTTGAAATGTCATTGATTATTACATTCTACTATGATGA
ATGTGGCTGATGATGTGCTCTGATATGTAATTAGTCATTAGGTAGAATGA
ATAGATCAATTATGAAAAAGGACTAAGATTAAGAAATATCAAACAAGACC
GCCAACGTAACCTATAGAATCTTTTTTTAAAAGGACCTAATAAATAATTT
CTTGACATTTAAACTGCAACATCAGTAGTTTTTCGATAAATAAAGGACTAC
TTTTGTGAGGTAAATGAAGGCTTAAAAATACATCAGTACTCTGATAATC
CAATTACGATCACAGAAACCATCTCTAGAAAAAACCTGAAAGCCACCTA
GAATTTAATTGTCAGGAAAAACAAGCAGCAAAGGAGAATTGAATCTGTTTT
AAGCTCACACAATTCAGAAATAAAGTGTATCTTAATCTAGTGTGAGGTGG
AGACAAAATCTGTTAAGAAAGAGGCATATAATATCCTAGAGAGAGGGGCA
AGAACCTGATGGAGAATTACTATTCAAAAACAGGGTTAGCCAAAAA
```

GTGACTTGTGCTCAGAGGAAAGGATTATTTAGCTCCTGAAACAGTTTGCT  
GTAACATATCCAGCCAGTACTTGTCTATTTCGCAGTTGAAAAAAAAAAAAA  
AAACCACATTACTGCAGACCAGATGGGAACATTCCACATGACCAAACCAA  
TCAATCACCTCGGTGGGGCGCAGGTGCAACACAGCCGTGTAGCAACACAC  
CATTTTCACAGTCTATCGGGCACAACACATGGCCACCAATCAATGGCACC  
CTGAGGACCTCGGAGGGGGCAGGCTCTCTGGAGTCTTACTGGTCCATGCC  
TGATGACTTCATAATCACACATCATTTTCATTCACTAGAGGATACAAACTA  
GCATTCTAATAACC

Sequence hs623KO founder #2:

>MS\_432601-503\_1-2454-topo- T7\_H01.ab1

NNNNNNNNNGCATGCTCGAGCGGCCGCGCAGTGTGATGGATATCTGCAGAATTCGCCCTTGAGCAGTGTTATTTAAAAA  
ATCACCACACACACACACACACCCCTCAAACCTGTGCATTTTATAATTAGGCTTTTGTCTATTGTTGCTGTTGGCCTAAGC  
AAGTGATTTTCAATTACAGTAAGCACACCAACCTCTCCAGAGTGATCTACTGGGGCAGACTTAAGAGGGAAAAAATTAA  
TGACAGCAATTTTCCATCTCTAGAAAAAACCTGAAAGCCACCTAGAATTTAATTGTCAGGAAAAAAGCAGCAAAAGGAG  
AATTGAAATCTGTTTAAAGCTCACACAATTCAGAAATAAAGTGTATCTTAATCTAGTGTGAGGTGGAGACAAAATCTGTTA  
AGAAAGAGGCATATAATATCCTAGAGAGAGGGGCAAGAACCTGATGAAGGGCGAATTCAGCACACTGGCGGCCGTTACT  
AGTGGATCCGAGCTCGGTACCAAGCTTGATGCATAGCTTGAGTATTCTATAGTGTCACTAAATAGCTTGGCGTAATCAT  
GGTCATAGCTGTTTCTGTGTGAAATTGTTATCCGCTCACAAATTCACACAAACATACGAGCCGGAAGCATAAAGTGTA  
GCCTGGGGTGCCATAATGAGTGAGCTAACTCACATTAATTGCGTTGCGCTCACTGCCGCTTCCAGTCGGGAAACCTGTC  
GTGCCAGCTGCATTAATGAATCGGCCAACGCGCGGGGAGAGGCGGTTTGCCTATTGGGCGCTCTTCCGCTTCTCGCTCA  
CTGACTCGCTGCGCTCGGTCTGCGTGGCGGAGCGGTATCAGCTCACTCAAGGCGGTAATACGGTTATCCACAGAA  
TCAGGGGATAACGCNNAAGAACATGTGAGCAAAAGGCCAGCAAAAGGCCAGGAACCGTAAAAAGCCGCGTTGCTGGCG  
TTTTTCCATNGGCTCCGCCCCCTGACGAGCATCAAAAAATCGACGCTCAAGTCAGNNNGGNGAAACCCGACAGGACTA  
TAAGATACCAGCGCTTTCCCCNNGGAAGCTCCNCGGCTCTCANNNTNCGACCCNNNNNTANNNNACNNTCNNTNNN  
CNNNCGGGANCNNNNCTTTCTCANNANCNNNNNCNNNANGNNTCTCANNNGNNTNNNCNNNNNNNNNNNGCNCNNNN  
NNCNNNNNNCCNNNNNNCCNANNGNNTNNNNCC

>mm9\_dna range=chr9:71822294-71824207 5'pad=500 3'pad=500 strand=+  
repeatMasking=none

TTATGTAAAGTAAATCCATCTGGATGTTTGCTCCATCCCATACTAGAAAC  
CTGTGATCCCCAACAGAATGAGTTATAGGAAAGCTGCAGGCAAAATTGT  
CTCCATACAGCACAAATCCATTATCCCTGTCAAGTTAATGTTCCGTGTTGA  
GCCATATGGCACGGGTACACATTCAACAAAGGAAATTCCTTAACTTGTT  
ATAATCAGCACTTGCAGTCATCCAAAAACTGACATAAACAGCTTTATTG  
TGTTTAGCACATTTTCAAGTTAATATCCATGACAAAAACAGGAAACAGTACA  
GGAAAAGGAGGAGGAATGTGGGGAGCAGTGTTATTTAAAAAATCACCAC  
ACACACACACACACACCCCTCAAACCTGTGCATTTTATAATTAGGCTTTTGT  
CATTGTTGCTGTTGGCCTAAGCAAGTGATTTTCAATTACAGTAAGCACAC  
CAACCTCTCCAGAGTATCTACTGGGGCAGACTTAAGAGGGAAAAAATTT  
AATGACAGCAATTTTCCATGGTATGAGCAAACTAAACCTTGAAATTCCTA  
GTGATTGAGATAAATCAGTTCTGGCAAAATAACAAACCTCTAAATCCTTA  
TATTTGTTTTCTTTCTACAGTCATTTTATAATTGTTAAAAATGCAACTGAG  
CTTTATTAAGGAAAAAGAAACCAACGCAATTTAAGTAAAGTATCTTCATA  
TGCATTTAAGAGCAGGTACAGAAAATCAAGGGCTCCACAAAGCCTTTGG  
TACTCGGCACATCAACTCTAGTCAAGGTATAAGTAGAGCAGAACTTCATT  
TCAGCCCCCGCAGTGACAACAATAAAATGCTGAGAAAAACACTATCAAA  
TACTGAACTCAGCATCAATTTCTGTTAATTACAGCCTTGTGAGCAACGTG  
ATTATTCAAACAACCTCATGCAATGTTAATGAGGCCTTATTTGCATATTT  
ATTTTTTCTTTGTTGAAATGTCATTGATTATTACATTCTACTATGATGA  
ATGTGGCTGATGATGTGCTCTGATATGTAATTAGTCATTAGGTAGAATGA  
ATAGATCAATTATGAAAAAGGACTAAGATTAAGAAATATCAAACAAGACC  
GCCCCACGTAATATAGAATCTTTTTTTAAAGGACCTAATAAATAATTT  
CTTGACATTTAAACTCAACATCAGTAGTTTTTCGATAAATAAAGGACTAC  
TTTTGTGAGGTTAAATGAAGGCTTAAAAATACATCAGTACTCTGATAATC  
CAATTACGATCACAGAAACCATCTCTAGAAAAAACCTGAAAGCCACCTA  
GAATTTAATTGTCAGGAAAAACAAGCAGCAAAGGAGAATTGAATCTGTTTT  
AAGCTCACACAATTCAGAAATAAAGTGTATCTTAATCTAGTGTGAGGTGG  
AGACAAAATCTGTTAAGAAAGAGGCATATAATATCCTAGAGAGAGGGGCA

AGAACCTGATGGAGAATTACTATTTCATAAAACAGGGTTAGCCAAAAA  
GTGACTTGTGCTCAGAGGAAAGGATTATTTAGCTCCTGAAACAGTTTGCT  
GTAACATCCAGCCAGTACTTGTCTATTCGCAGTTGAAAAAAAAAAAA  
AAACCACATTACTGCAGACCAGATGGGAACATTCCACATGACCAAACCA  
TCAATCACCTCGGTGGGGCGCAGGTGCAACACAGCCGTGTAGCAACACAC  
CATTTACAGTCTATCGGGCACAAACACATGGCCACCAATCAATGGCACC  
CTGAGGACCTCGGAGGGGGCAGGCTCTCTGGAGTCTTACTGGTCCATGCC  
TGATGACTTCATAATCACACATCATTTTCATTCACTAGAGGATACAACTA  
GCATTCTAATAACC

Sequence hs623K0 founder #3:

>MS\_432601-504\_1-2455-topo-T7\_B02.ab1

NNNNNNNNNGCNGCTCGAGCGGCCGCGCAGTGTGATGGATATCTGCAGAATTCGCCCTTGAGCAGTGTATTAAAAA  
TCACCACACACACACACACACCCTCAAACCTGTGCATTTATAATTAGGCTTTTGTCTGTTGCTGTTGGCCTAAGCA  
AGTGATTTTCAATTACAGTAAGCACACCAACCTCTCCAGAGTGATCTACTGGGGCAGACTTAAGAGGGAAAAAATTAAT  
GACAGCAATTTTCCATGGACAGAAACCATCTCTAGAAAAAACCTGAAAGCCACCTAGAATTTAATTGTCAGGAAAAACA  
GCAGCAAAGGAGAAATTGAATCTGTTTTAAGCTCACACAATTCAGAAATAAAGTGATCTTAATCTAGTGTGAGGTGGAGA  
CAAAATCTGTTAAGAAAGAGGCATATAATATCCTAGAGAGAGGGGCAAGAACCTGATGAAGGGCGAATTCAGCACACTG  
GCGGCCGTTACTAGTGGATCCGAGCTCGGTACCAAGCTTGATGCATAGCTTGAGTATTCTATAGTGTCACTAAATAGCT  
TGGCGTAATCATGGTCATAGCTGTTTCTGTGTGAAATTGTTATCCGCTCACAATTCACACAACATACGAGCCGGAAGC  
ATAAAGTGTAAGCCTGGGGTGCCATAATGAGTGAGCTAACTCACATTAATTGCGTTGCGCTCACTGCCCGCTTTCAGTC  
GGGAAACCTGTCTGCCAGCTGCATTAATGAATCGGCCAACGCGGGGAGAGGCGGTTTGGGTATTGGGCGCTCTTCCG  
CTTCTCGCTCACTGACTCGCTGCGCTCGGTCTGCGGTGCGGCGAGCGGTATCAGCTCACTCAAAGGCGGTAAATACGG  
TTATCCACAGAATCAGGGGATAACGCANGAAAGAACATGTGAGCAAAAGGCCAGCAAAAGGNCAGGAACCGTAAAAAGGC  
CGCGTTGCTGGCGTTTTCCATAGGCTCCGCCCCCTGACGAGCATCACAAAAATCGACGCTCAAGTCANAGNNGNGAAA  
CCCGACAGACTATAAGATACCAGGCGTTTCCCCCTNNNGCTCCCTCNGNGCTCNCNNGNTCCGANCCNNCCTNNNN  
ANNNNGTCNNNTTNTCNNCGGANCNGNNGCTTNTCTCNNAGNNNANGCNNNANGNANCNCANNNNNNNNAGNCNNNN  
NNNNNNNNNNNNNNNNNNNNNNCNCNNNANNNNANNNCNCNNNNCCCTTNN

>mm9\_dna range=chr9:71822294-71824207 5'pad=500 3'pad=500 strand=+  
repeatMasking=none

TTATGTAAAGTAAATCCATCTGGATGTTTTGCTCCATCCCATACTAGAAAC  
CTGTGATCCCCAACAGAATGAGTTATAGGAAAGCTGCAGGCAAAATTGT  
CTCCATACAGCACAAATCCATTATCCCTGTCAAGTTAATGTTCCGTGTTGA  
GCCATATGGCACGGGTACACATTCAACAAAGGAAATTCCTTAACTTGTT  
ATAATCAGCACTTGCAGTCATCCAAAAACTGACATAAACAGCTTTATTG  
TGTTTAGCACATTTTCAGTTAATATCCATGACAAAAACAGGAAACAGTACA  
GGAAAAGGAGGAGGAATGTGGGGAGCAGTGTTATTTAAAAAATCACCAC  
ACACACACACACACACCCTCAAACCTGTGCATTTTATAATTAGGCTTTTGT  
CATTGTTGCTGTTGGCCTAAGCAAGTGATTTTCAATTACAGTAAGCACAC  
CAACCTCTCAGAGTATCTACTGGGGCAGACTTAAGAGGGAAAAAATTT  
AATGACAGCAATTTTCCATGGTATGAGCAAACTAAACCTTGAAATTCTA  
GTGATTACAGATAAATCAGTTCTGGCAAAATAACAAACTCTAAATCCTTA  
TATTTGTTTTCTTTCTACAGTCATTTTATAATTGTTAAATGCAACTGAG  
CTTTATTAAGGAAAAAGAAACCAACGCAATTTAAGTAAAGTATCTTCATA  
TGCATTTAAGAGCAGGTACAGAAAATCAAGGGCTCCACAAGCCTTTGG  
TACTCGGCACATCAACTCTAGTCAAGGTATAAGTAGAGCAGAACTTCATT  
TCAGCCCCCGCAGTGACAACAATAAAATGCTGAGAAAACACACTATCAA  
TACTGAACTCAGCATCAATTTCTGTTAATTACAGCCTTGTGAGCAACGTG  
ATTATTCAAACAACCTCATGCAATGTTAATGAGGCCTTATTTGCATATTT  
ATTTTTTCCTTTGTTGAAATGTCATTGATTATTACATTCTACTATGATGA  
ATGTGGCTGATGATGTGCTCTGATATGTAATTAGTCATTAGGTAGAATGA  
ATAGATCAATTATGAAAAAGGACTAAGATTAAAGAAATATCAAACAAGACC  
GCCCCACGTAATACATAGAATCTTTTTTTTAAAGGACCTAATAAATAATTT  
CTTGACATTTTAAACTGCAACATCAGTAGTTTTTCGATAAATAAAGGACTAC  
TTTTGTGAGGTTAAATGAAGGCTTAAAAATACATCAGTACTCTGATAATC  
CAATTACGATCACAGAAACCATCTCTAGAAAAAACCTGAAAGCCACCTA  
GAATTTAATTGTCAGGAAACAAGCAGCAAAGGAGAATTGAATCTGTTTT

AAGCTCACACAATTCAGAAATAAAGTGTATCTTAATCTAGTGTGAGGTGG  
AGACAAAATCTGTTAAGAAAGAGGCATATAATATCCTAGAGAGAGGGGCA  
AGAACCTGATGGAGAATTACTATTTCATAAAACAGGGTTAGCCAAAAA  
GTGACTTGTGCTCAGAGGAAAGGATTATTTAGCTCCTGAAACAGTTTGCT  
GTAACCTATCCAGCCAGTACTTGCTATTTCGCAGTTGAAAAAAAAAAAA  
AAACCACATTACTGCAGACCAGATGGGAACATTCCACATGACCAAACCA  
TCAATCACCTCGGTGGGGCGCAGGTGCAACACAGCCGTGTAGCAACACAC  
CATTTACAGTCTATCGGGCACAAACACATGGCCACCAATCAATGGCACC  
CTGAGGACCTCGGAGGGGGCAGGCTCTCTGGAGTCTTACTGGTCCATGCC  
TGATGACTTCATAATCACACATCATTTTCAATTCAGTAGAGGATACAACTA  
GCATTCTAATAACC

Sequence hs623KO founder #4 (F0 = 2458):

>MS\_432601-505\_1-2458-topo-\_T7\_C02.ab1

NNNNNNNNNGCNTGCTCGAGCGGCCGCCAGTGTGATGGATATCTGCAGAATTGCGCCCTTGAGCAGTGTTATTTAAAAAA  
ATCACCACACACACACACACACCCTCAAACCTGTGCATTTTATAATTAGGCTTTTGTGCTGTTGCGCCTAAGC  
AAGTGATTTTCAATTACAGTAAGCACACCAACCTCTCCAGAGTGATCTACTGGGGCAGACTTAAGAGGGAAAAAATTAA  
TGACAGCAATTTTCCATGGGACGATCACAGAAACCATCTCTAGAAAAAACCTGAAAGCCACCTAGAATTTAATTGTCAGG  
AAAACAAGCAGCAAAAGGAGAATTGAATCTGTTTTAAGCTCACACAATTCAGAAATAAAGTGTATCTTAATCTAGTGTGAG  
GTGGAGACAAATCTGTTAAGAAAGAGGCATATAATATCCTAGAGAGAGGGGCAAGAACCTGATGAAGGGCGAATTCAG  
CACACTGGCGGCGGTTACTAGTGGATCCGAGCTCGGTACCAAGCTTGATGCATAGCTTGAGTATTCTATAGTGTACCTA  
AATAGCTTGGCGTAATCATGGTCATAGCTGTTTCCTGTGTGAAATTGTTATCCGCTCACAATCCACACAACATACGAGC  
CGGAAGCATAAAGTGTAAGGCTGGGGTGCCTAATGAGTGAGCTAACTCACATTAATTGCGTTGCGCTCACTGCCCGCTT  
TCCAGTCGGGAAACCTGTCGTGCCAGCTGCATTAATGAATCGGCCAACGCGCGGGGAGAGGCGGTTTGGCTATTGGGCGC  
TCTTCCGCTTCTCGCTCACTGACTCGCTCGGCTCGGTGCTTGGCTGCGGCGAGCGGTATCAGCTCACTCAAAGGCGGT  
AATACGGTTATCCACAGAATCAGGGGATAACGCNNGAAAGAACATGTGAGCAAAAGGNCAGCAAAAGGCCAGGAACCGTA  
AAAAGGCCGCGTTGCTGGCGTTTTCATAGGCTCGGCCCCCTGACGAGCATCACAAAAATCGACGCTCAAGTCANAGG  
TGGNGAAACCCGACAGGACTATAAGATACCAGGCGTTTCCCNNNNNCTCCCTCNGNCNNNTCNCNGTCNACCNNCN  
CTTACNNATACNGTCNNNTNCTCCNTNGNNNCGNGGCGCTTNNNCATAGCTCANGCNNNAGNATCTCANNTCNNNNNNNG  
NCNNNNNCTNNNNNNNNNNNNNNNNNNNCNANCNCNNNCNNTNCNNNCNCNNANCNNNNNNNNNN

>mm9\_dna range=chr9:71822294-71824207 5'pad=500 3'pad=500 strand=+  
repeatMasking=none

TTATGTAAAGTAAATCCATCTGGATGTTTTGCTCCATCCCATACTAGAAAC  
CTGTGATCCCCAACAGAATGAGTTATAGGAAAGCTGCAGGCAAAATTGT  
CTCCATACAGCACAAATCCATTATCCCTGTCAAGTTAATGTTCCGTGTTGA  
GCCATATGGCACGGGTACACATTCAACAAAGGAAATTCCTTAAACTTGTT  
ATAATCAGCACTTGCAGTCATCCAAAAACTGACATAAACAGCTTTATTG  
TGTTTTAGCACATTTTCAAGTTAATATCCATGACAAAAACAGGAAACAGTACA  
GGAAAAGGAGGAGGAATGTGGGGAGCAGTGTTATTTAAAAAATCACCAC  
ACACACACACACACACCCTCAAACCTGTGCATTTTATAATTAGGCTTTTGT  
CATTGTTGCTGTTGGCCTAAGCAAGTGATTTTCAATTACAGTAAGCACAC  
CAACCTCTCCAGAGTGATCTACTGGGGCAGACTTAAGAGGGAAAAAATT  
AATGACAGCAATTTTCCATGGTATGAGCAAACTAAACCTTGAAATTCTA  
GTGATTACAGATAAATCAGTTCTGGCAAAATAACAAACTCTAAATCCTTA  
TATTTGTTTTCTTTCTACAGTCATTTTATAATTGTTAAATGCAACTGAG  
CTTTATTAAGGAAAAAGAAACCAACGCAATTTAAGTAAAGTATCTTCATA  
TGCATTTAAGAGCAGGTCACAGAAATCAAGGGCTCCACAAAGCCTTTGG  
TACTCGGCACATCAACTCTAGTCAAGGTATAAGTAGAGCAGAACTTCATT  
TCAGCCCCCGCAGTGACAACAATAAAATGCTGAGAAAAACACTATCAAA  
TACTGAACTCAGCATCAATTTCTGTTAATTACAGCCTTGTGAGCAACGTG  
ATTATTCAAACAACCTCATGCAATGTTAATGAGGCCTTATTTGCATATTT  
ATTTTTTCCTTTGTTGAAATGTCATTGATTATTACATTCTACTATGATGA  
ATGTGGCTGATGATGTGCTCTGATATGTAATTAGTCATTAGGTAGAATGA  
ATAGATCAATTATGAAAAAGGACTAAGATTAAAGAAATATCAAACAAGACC  
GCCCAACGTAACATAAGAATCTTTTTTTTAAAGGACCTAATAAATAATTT  
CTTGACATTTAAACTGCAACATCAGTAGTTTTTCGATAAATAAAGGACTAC  
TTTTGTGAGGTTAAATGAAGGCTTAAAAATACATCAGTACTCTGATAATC  
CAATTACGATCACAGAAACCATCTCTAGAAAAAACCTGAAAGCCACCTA

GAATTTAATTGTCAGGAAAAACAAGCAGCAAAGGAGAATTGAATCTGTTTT  
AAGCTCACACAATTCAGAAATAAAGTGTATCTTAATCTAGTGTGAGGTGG  
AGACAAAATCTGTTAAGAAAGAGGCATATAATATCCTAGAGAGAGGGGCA  
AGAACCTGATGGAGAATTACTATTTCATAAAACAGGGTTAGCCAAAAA  
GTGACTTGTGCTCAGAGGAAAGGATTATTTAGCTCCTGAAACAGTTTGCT  
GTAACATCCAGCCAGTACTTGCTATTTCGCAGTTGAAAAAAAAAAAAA  
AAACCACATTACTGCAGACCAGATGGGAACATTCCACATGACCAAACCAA  
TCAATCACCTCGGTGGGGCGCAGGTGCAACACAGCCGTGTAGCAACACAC  
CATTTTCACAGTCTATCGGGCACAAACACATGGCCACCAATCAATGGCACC  
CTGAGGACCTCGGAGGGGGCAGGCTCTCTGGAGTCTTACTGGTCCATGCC  
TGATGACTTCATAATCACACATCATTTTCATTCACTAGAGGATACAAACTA  
GCATTCTAATAACC

Sequence hs623KO founder #5:

>MS\_432601-506\_1-2459-topo-\_T7\_D02.ab1  
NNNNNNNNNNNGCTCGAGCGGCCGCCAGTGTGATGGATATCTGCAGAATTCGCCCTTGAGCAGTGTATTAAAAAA  
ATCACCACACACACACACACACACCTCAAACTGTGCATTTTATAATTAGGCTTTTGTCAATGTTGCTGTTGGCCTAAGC  
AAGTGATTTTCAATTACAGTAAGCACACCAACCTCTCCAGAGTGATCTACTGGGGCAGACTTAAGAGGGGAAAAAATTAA  
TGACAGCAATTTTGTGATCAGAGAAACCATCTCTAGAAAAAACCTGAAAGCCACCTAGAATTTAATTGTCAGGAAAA  
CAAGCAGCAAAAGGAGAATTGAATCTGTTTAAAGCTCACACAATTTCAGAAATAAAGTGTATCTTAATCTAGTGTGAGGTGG  
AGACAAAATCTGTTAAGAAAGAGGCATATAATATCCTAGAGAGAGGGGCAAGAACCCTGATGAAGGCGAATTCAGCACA  
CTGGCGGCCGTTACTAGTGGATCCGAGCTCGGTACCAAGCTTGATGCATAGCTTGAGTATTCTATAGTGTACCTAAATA  
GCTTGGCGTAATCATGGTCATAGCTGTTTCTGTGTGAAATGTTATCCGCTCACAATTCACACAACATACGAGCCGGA  
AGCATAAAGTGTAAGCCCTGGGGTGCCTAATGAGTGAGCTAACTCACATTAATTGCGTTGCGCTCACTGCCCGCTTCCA  
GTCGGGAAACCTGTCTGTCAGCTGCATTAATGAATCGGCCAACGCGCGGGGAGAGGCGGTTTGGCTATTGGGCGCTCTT  
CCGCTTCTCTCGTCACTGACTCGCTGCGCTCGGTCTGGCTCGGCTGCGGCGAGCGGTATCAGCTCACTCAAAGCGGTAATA  
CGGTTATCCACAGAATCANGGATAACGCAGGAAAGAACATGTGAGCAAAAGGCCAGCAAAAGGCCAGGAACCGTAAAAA  
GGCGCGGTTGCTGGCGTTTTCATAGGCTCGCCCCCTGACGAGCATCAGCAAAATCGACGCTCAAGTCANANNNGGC  
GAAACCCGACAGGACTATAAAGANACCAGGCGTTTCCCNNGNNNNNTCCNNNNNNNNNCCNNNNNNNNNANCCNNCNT  
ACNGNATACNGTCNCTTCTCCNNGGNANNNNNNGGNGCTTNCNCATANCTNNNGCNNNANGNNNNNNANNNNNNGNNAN  
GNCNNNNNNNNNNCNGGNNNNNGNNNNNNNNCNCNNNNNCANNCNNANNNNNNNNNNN

>mm9\_dna range=chr9:71822294-71824207 5'pad=500 3'pad=500 strand=+  
repeatMasking=none

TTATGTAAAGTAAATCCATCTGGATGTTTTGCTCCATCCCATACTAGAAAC  
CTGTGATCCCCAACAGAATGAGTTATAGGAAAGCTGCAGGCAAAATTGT  
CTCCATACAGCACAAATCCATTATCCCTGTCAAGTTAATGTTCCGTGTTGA  
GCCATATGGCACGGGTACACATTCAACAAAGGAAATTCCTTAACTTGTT  
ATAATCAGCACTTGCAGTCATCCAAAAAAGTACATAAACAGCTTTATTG  
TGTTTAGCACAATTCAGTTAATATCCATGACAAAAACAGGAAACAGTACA  
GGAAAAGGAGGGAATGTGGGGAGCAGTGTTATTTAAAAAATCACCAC  
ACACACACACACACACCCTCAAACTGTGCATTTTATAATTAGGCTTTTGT  
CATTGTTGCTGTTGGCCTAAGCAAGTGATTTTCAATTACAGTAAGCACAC  
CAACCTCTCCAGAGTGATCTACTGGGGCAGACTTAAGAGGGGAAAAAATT  
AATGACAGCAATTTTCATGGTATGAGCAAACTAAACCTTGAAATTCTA  
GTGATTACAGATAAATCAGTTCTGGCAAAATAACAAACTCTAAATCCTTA  
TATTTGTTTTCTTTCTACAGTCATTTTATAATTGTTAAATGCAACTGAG  
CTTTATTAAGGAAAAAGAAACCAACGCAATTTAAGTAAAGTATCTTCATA  
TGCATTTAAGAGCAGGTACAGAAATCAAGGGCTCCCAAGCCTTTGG  
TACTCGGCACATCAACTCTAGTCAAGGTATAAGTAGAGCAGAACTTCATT  
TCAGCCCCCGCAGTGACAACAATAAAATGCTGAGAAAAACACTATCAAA  
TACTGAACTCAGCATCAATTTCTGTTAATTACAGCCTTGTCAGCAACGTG  
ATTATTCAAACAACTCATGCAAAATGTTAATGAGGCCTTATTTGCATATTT  
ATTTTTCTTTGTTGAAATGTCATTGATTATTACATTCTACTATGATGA  
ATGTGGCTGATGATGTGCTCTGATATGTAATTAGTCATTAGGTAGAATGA  
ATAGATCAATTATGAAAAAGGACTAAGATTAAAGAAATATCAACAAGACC  
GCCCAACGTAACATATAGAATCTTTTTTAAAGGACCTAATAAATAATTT  
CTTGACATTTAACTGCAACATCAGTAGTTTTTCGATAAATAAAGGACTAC

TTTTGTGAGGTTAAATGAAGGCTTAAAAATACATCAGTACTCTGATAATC  
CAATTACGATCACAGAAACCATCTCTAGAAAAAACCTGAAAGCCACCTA  
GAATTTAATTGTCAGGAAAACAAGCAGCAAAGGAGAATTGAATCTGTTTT  
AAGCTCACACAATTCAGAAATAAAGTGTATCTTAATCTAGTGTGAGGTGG  
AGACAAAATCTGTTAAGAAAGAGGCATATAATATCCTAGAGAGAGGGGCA  
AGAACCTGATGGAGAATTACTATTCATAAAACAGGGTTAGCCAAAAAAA  
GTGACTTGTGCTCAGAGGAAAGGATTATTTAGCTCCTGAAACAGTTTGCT  
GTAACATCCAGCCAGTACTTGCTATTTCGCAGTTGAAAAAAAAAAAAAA  
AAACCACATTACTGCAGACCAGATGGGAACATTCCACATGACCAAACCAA  
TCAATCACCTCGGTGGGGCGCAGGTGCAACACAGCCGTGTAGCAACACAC  
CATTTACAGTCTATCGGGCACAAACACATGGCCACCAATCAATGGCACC  
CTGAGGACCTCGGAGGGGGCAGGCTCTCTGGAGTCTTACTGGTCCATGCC  
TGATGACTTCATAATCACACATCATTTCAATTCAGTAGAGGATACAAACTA  
GCATTCTAATAACC

How the deposited data were processed for this re-analysis (not part of the article)

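Gene expression was measured in microdissected MGE of 4 WT and 4 Nkx2-1cKO mouse samples at E13.5, with 1 sample per 1-colour Agilent whole mouse genome array. The authors deposited the output of Agilent's Feature Extraction software, in which the intensity of each spot is given after background subtraction and detrending within the array, without scaling between arrays. The deposited files also hold the raw median intensity of each spot and its local background, and flags for spots that are well above background, saturated or outliers. No spot was flagged as saturated. The paper's text does not name the processing that followed Feature Extraction.

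From these intensities, control spots and outlier spots were left out, the log2 was taken relative to the 75th percentile of each array, and spots of the same probe were averaged. Of 41174 probes, 24844 were matched by accession to 17178 gene symbols in a RefSeq gene table of the assembly GRCm38.p6, and the others kept the accession of the array design. No coordinates were taken from that table. Probes well above background on at least 4 of the 8 arrays were tested, which left 31283 probes with 53 missing values. Between 71.1% and 79.5% of the probes were well above background on each array. The comparison used lmFit and eBayes with a variance trend in limma 3.58.1 under R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes were also compared by an exact two-sided permutation test, for which the smallest p with 4 arrays against 4 is 0.0286. Where a gene had several tested probes, the one with the highest mean signal over all 8 arrays represents it. The procedure was tested on simulated data for this comparison over 31283 probes. Of 200 probes changed by 1 on the log2 scale, 57.5% were recovered, with 4 false calls among 119. The median estimate was 0.999 for raised and -1.02 for lowered probes.

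The genes named in the text are every gene the paper names by symbol that has a tested probe, and the 5 with the largest rise and the 5 with the largest fall among genes past the threshold whose groups do not overlap. Probes without a symbol do not enter this ranking. Genes outside this rule are marked where they are named. Gene lists for MGE-derived neurons, the LGE and CGE, pallium, dividing progenitors, erythroid cells, endothelium, mesenchyme and microglia were tested as sets with camera, with a preset correlation between genes of 0.01, and with fry. The lists, the design and the alternatives were fixed before the data were examined, except where the text says otherwise.

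The alternatives were quantile normalization, centring on the median, no filter on dim probes, a filter on the mean signal, slide as a block, replicate number as a block, no variance trend, the mean of a gene's probes, and leaving out each array in turn. The planned normexp background correction was run on the median signal with an offset of 50. Array weights, this form of normexp and the list tests on the mean of probes were chosen after seeing the data. The arrays were split between scan dates as they were between slides, so scan date was not fitted apart from slide. Arrays of the same replicate number did not deviate together from their group means, with correlations between -0.481 and -0.194. Arrays of the same number always lay on different slides, and the other pairs across slides had correlations within this range. The correlations therefore do not show whether the numbers pair the samples. Some results, among them the tests of 2 of the 4 added gene lists, are not reported here, so the added list for cholinergic neurons is not the only one that was tested in this way. Pou6f1 and Myzap were not analysed here, nor were the chromatin, reporter and deletion experiments of the paper.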

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

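The tests that used slide as a block in other splits of the arrays, and those on WT replicate 1, were chosen only after the result was seen.

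In 91 groups of 4 arrays that were examined for an array far from the others, 3 held one, where chance gives about 4.6. Olig2 read 1.07 in WT replicate 1 against 0.791 to 0.807 in the other WT arrays. Pou5f1, which is near the background, read -3.66 in the same array against -6.69 to -6.56. In WT replicate 1 probes as a whole were shifted by brightness. Its median deviation from the median of the other 7 arrays was 1.43 over the dimmest of 5 equal groups of probes, and no other array went beyond -0.188 there. A raised signal of dim probes on this array is a candidate explanation for Pou5f1, while Olig2 is not a dim gene. A mislabelled mutant is argued against by its Nkx2-1 signal of 1.87, level with the other WT arrays. The cause of the raised dim signal was not tested, and no biological explanation was tested.

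The number of probes well above background was 32733 on the array of Nkx2-1cKO replicate 4, against 29283 to 29827 on the other mutant arrays. This number lies beside those of the WT arrays, but the Nkx2-1 level of this array does not: all 4 mutant arrays were far below WT, with a log2 fold change of -6.34 for the group. No biological explanation was tested, and the cause stays open.

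The paper does not discuss 6 of the 10 genes with a symbol that had the largest changes. Aldh1a3 (log2 fold change 2.589), Dbx1 (2.255), Dbpht2 (1.774) and Rarb (1.505) were higher in the Nkx2-1cKO, and Gpr17 (-3.605) and Npy (-3.532) were lower. They belong to the 324 probes that differed between the groups. Of 35 splits of the 8 arrays into 4 and 4, 2 gave as many probes, so chance is not excluded by this count. The other of the 2 splits follows the slides and gave 3459 probes, and none of the remaining 33 gave more than 2. With slide as a block, the real split was the only 1 of 34 to give as many (473 probes, against at most 2 in any other), which argues against chance once slide is accounted for. Slide as the cause had been expected to show either as lost calls under the block or as many calls in the split by slide. The second was seen, and all 324 probes stayed past the threshold with the block. Each slide held 2 arrays of each group, so the block could hardly change the fold changes, and keeping the calls was a weak test. It is the balance of the groups over the slides that argues against slide as the cause of the difference between them. Blood content is argued against by the erythroid list, which did not shift (camera in limma, adjusted p = 0.357, none of its 9 tested genes past the threshold). The list did rise without WT replicate 2 (camera, adjusted p over the lists 0.0187, but 0.48 under fry) and without Nkx2-1cKO replicate 2 (0.0459, and 0.408 under fry). Xist did not shift between the groups (exact two-sided permutation test, p = 0.686). It was well above background on 2 WT arrays and 1 Nkx2-1cKO array, and as each group held arrays with and without it, sex alone could not part the groups without overlap, as all 324 probes do. The loss of Nkx2-1 stays as the biological explanation that the design names, as a hypothesis for these genes, since a difference in dissection was not excluded for them. By the labels all mutant samples and no WT sample carried the Cre, so an effect of the Cre itself was not excluded either.

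The genotype given for the mutant arrays in their labels would leave a functional Nkx2-1 allele. The log2 fold change of -6.34 for Nkx2-1, with the falls of Lhx6 and Lhx8, argues against this.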

How the results depend on the processing

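The falls of Nkx2-1, Lhx6 and Lhx8 kept their direction and stayed past the threshold in every alternative that was run. Across them the log2 fold change ranged from -6.40 to -5.01 for Nkx2-1, from -4.29 to -4.08 for Lhx6 and from -3.83 to -3.54 for Lhx8. Sox6 was the only 1 of the 5 SOX genes past the threshold over all probes in each of them. The tests with normexp on the median signal and with array weights, and the list tests on the mean of probes, were chosen after seeing the data.

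The main comparison gave 132 higher and 192 lower probes. Normexp gave 63 higher and 90 lower probes, and shared 126 of the 324 calls. It moved the median log2 fold change of all tested probes to 0.198, from -0.041, and 14 of the 324 calls changed sign. Centring on the median gave 115 lower probes. Slide as a block gave 209 higher probes, and 324 of the 324 calls were shared. Without a variance trend 87 probes were higher. Array weights gave 291 lower probes. With 1 array left out in turn, between 65 and 118 probes were higher and between 130 and 174 were lower. The lowest number of higher probes came without Nkx2-1cKO replicate 1. Fewer arrays enter those fits; for the other settings the cause was not tested. The replicate block gave 8 higher and 64 lower probes, all 72 of them among the 324. Whether the replicate numbers pair the arrays stays open. Deviations of arrays of the same number had correlations between -0.481 and -0.194, but these arrays always lay on different slides. The block also takes up degrees of freedom, so the lower count alone is no measure of a smaller effect.

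Meis2 kept its direction in all alternatives, between 0.77 and 1.11, but its brightest probe lay close to the threshold. It was not past it with quantile normalization (0.87, adjusted p = 0.0905), centring on the median (1.11, adjusted p = 0.126), no filter on dim probes (0.98, adjusted p = 0.0619), no variance trend (0.98, adjusted p = 0.113) and the replicate block (0.98, adjusted p = 0.18). Leaving out single arrays, it ranged from 0.77 to 1.08, past the threshold only without WT replicate 1 (adjusted p = 0.00667). Over all its alternatives the adjusted p ranged from 0.0037 to 0.18. Tcf12 was not past the threshold in the main comparison and passed it with normexp (-0.75, adjusted p = 0.00112), array weights (-0.57, adjusted p = 0.0412) and the mean of its probes (-0.64, adjusted p = 0.0112), within a range of adjusted p from 0.00112 to 0.256. It stayed between -0.75 and -0.53 with any 1 array left out. Tcf4 passed with the mean of its probes (-0.69, adjusted p = 0.00697), within a range up to 0.588, and lay between -0.65 and -0.40 with 1 array left out. The cause was not tested.

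Of the 8 gene lists tested as sets with camera, 3 passed the threshold. These were MGE-derived neurons (lower), the LGE and CGE (higher) and mesenchyme (lower). The first 2 also passed under fry and with an estimated correlation, and mesenchyme under neither. The same 3 passed without a filter on dim probes and with the mean of probes. The number of lists ranged from 2 to 6 with single arrays left out. Mesenchyme was not among them without WT replicate 4, and under normexp its place was taken by dividing progenitors (lower, adjusted p = 0.0496). Dividing progenitors were higher with array weights (adjusted p = 0.0171), without WT replicate 1 (adjusted p = 0.00866) and without Nkx2-1cKO replicate 2 (adjusted p = 0.0459). Pallium was lower without WT replicate 2 (adjusted p = 0.00748) and without Nkx2-1cKO replicate 2 (adjusted p = 0.0459). Neither list passed under fry in any setting.

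The other 38 named genes gave 653 values under the alternatives, of which 596 kept direction and side of the threshold, 28 lost the threshold and 29 changed sign, none of these past the threshold. With normexp the sign changed for Pou3f4 (0.34), Cgnl1 (0.086), Pou5f1 (0.38), Lhx3 (0.59) and Zfp384 (-0.010). Of these, Lhx3 came from -1.24 and Pou5f1 from -0.98 in the main comparison, both near the background. With centring on the median they were Pou3f3 (0.084), Cgnl1 (0.013), Mns1 (0.11) and Sdha (0.12), with array weights Pou3f4 (0.016), Zfp384 (-0.025) and Sdha (0.025), and with the mean of probes Pou3f3 (0.11), Myt1l (-0.047), Zfp384 (-0.021) and Sdha (0.038). When each array was left out in turn the lowest and highest values were -0.14 and 0.026 for Pou3f3, -0.42 and 0.042 for Pou3f4, -0.12 and 0.11 for Mns1, -0.046 and 0.43 for Otx2, -0.054 and 0.13 for Sp1, -0.038 and 0.12 for Zfp384 and -0.048 and 0.040 for Sdha. The cause was not tested.

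Scan date as a block was not run, because it splits the arrays as slide does. The distance between cut sites as an alternative length of the hs623 deletion was not run. The detection of POU genes rests on flags that scaling and blocks leave as they are, and as the flags are set on all 4 WT arrays, leaving out an array could not change it either. Signal over background limits the dimmest genes. Pou5f1 and Lhx3 were well above background on 1 of 4 Nkx2-1cKO arrays, and their fold changes carry little weight.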

Differences from the paper's values

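The paper gives no array values in numbers for the genes compared here. It states reduced expression for 5 SOX genes. By the brightest probe all 5 had a lower mean in the Nkx2-1cKO, so the direction is the paper's, but over all probes only Sox6 passed the threshold, in the main comparison and in each alternative that was run. Adjusted over the list alone 4 passed, all but Sox21 (log2 fold change -0.25). If the paper chose these genes from the same arrays, a pass over the list alone is not separate evidence. The second probe of Sox11 went the other way, with a log2 fold change of 0.39 (adjusted p = 0.532, limma). With the mean of probes Sox11 changed by -0.04 (adjusted p = 0.903, limma), and 3 genes passed over the list alone.

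The paper states reduced expression of Tcf4 and Tcf12 in layers of the MGE. In whole MGE, which also holds the VZ, both were lower, but the brightest probes were not past the threshold (adjusted p = 0.222 for Tcf4 and 0.085 for Tcf12, limma). The second probe of each gene was (adjusted p = 0.0047 and 0.026, limma). Of the alternatives set before the data were examined, the mean of probes called both genes (adjusted p = 0.00697 for Tcf4 and 0.0112 for Tcf12) and no other called either. Normexp on the median signal (adjusted p = 0.00112) and array weights (adjusted p = 0.0412), both chosen after seeing the values, called Tcf12.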

Other observations

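The tests on the lists for mesenchyme and cholinergic neurons that go beyond the first lists were chosen only after the result that prompted them was seen, although the genes in them were written down before their own values were looked at.

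The paper names 6 genes near rREs with MEIS2 motifs for their higher expression in the LGE and CGE, a comparison the arrays do not hold. In the MGE of the Nkx2-1cKO all 6 were higher than in WT MGE. Zfp503 had a log2 fold change of 1.39, Ebf1 of 1.37, Isl1 of 1.26 and Tle4 of 0.52, all past the threshold over all probes. Efnb2 (0.32) and Efnb1 (0.32) were not, and all 6 passed when adjusted over the list alone. The call for Tle4 was lost in several alternatives, with a range of adjusted p from 0.0046 to 0.548.

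For the genes around hs623, which the paper measured after deletion of the element, none passed the threshold over all probes by the brightest probe, and the second Tcf12 probe did (adjusted p = 0.026, limma). Apart from Tcf12, the log2 fold changes in the Nkx2-1cKO were -0.12 for Cgnl1, -0.28 for Zfp280d and -0.02 for Mns1. Tex9, which the paper draws in the locus and did not measure, had 0.09. Tgfb3, near a reporter element that the paper discusses, fell by 2.42 on the log2 scale (adjusted p = 5.04e-05, limma). Olig2, whose regulatory sequence drives the Cre, had a log2 fold change of 0.15 (adjusted p = 0.656, limma).

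The LGE and CGE list rose (camera, adjusted p over the lists 5.7e-18; fry, 4.29e-06) and the list of MGE-derived neurons fell (camera, 8.9e-45; fry, 2.84e-11). More tissue from neighbouring regions in the mutant dissections was weighed for the rise. Pallium and mesenchyme had been expected to rise as well in that case. The median log2 fold change of the pallium list was -0.0724, with 12 genes lower and 4 higher (camera in limma, adjusted p = 0.221), and the mesenchyme list was lower largely through 1 WT array, so neither list decides it. The LGE lies next to the MGE, and LGE tissue alone would raise neither of these lists, so a larger share of LGE in the mutant samples and a change of fate in the mutant MGE cannot be told apart from these arrays. By limma's camera the lists for endothelium (adjusted p = 0.699), microglia (adjusted p = 0.357) and dividing progenitors (adjusted p = 0.221) did not shift in the main comparison, although progenitors passed the threshold in some alternatives.

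The fall of the mesenchyme list came largely with 1 array, and without WT replicate 4 it was not past the threshold (camera in limma, adjusted p = 0.214). On this array Dcn was 4.50 and Col3a1 2.80 above the mean of the other 7 arrays on the log2 scale. The only gene of the list past the threshold over all probes was Pdgfra (log2 fold change -1.76, adjusted p = 4.9e-05, limma). Its fall did not come from this array, as Pdgfra had little spread in either group (SD 0.146 in WT and 0.0737 in the Nkx2-1cKO, n = 4 each). As no other gene of the list passed, the fall of Pdgfra alone does not show less mesenchyme in the mutant samples. Dcn, Col3a1 and Pdgfra were singled out after their values were seen. A second list of 13 mesenchyme genes had a median of 0.572 above the other arrays in WT replicate 4, and 10 of the 13 were highest there. Between the groups this second list was lower by camera in limma (adjusted p = 0.0248 over the 4 added lists) but not under fry (adjusted p = 0.279). Meningeal or other mesenchymal tissue in this dissection is a candidate explanation for the high level on this array. The paper does not report on this, and no biological explanation was tested.

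Slc10a4, Gbx1 and Gbx2 were also among the genes that fell, and were noticed after their values were seen. Under the hypothesis of fewer cholinergic neurons in the mutant MGE, Chat, Slc5a7, Slc18a3 and Ache were to fall too. As a set they did (camera in limma, adjusted p = 0.028 over the 4 added lists, and 0.00724 under fry), but not with an estimated correlation (adjusted p = 0.115). Slc18a3 (-1.57), Slc5a7 (-1.06) and Chat (-0.58) were lower and Ache (0.25) was not, and none of the 4 passed the threshold over all probes. The direction may reflect fewer such cells or a lower level of these genes in them, and the arrays do not separate the 2.

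The slides left a strong mark on the arrays. The split by slide gave 3459 probes past the threshold, against 324 for the split by genotype. Each slide held 2 arrays of each group, and all 324 probes stayed past the threshold with slide as a block.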
